# Comparative analysis of squamate brains unveils multi-level variation in cerebellar architecture associated with locomotor specialization

**DOI:** 10.1038/s41467-019-13405-w

**Published:** 2019-12-05

**Authors:** Simone Macrì, Yoland Savriama, Imran Khan, Nicolas Di-Poï

**Keywords:** Evolutionary developmental biology, Cerebellum, Herpetology

## Abstract

Ecomorphological studies evaluating the impact of environmental and biological factors on the brain have so far focused on morphology or size measurements, and the ecological relevance of potential multi-level variations in brain architecture remains unclear in vertebrates. Here, we exploit the extraordinary ecomorphological diversity of squamates to assess brain phenotypic diversification with respect to locomotor specialization, by integrating single-cell distribution and transcriptomic data along with geometric morphometric, phylogenetic, and volumetric analysis of high-definition 3D models. We reveal significant changes in cerebellar shape and size as well as alternative spatial layouts of cortical neurons and dynamic gene expression that all correlate with locomotor behaviours. These findings show that locomotor mode is a strong predictor of cerebellar structure and pattern, suggesting that major behavioural transitions in squamates are evolutionarily correlated with mosaic brain changes. Furthermore, our study amplifies the concept of ‘cerebrotype’, initially proposed for vertebrate brain proportions, towards additional shape characters.

## Abstract (web summary)

The cerebellum is critical in sensory-motor control and is structurally diverse across vertebrates. Here, the authors investigate the evolutionary relationship between locomotory mode and cerebellum architecture across squamates by integrating study of gene expression, cell distribution, and 3D morphology.

## Introduction

Understanding the processes underlying the origin and diversification of morphology is a central goal in evolutionary biology and requires the integration of form, function and ecology. Particularly, there is compelling evidence across diverse vertebrate species that behavioural and ecological factors such as diet, habitat, locomotion, cognitive abilities and lifespan play an important role in driving brain evolution^1^. Previous studies evaluating the impact of environmental and biological factors on morphological brain characteristics have so far largely focused on neuroanatomical descriptions or volumetric, linear, and/or stereological measurements of whole-brains, major brain subdivisions, or brain endocasts. However, very few investigations have integrated multiple approaches to study brain evolution at various levels of biological organisation, ranging from molecules to cells and organ shape, within specific clades of vertebrates.

The cerebellum—major hindbrain feature—plays a critical role in sensory-motor control and higher cognitive functions such as memory and language^1^. Furthermore, this brain subdivision shows an extensive diversity in terms of morphology and neuroanatomy across vertebrates^1–3^. This suggests that cerebellar organisation is likely tightly linked to functional demands associated with ecological behaviours. Comparisons of vertebrate cerebella using complementary approaches could thus offer an excellent framework to address the complex evolutionary relationships between organ specialization and behavioural capabilities. Consistent with this, the size and/or neuroanatomical features of the cerebellum have been frequently linked with various behavioural or ecological strategies in mammals^4–6^, birds^4,7–11^, fish^12,13^, amphibians^14,15^ and squamate reptiles^3,16^, but the poor shape correspondences of endocasts in the hindbrain region^17–20^ as well as the taxon-specific or limited sampling in brain studies have typically hampered precise assessment and correlation analysis^21–29^. Furthermore, comparative studies have typically focused on identifying the influence of cerebellum volume on various ecological characters such as nest complexity, locomotor ecology, and/or prey capture behaviour, but additional volume-independent morphological parameters such as cerebellar foliation pattern and size could also be correlated^30,31^. As a result, despite the long history of volumetric assessment of individual brain subdivisions and stereological evaluation of neuroanatomical structures in vertebrates, quantitative evidence of cerebellar ecomorphology have so far relied on weight, linear dimension, or foliar measurements of freshly dissected or sectioned brains^30–34^. Hence, the extent to which interspecific cerebellar variations are reflected in terms of morphology, gene expression pattern, neuronal parameters, such as size, number, and spatial organisation and ecological behaviour is unclear. The cerebellum contributes to coordination, precision, and accurate timing of movement by receiving input from sensory systems of the spinal cord and from other parts of the brain, including the cerebral cortex. This structure is thus of key importance in the control of locomotion, a fundamental attribute to several ecologically crucial functions, such as feeding, predator avoidance and territorial defense. Thus far, comparative studies investigating locomotor adaptations within specific clades of vertebrates have largely focused on other functional and anatomical aspects such as limb morphology and performance, muscle type and physiology, axial skeleton morphology and proportion, as well as organisation of major descending motor pathways^35^.

Here, we perform a comparative, integrative characterisation of cerebellum evolution in vertebrates, using a quantitative approach combining morphological, phylogenetic, ecological, volumetric, cellular, and transcriptomic data. We hypothesise that locomotor behaviour could be a strong predictor of cerebellar complexity at different levels of organisation, including volume, shape, neuron spatial arrangement, and gene expression pattern. To test this hypothesis, we use squamate reptiles—lizards and snakes—as the main model system because of their high levels of morphological diversity, including in the size as well as general anatomical and cellular organisation of the cerebellum^15,36–39^. Moreover, squamates exhibit unique ecological and behavioural features^35,40,41^, and both the locomotor pattern and locomotor performance of snakes and lizards are surprisingly well-characterised and known to be strongly influenced by limb and body shape and/or length^35,42^, as well as by several habitat attributes, such as temperature, substrate and inclination^43–45^. We assess cerebellar phenotypic diversification with respect to locomotor specialization in a representative dataset of squamate species, by integrating geometric morphometric and volumetric analysis of high-definition 3D brain models along with investigation and quantification of neuron distribution based on 3D imaging of cleared whole-cerebella and immunohistochemistry. Furthermore, to provide molecular insights into developmental processes and/or mechanisms underlying cerebellar diversification, we use a transcriptomic approach to test whether differences in the species expression profiles are shaped more by their phylogenetic relationships or by differences in locomotor behaviours. Altogether, our characterisation of the squamate brain uncovers multi-level variations in cerebellar structure. Along with changes in cerebellar shape and size, we show heterogeneity in Purkinje cell spatial distribution and dynamic gene expression pattern, which are all associated with locomotor specialization. These data indicate that locomotor pattern is a strong predictor of cerebellar architecture, and highlight the importance of mosaic brain evolution in generating brain patterns shared by groups of squamate species with behavioural similarities.

## Results and discussion

### Overall morphology of squamate brain

To explore potential relationships between brain morphology and locomotor specializations, we used high-definition 3D reconstructions of whole-brains and isolated cerebella based on contrast-enhanced computed tomography (CT) and manual segmentation, using a representative panel of 40 lizard and snake species with different locomotor modes (Fig. 1 and Supplementary Table 1). Tissue fixation and staining procedures were performed using low concentrations of fixatives and contrast agents based on previous reports^46–51^ and optimised protocols^52–55^, thus avoiding or limiting soft tissue artifacts such as shrinkage (see Methods and Fig. 2). Furthermore, as observed in our study (Fig. 2a), brain structures have been shown to preserve their shape and cytoarchitecture following contrast enhancer staining^47,49–51^, likely as a result to the small cell size and/or high neuron density. Major locomotor patterns were defined based on cranial and post-cranial anatomical features, habitat use, and movement type, which are all intimately associated with locomotor performance^35,40,42^ and well-documented in quadrupedal, limb-reduced, and limbless squamates (see all descriptions of categorisation in Methods and Supplementary Table 1). For example, the limbless burrower group contains both lizard and snake species showing elongated bodies with an increased number (>26) of presacral vertebrae, reduced limb skeletal elements, and cylindrical skulls to reduce energy expenditure during burrowing^41,56^, and at least four discrete types of locomotion have been recognised in snakes^35^. In addition to covering all major squamate groups, our dataset includes nine different species of scincid lizards, a geographically widespread family that displays a large array of post-cranial and limb morphologies, habitats, and locomotor behaviours (Fig. 1a and Supplementary Table 1). The wide heterogeneity in both morphology and spatial configuration of squamate brain subdivisions is already apparent from a global inspection of our 3D models (Fig. 1b–h). Especially, the shape, size and degree of development of the cerebellum diverge extensively among species, ranging from a trapezoidal structure in snakes (Fig. 1i, j) to a more hexagonal conformation shared by quadrupedal lizards (Fig. 1k–m). Furthermore, snake and lizard cerebella generally display an opposite tilting relative to brain anatomical axes, caused by a flexure occurring, with varying extents, either on pial (for snakes; Fig. 1i, j) or ventricular (for lizards; Fig. 1k–o) surface. As a result, whereas the snake cerebellum is caudally tilted (Fig. 1b, c, i, j), the lizard counterpart extends dorsally (Fig. 1k–o) and overarches the optic tectum towards the rostral end of the brain in quadrupedal species (Figs. 1d–f and 2a). Such inverted tilting is particularly pronounced when comparing similar cerebellar views of snakes (Figs. 1i, j and 2c) versus quadrupedal lizards (Figs. 1k–m and 2b).

**Fig. 1:**
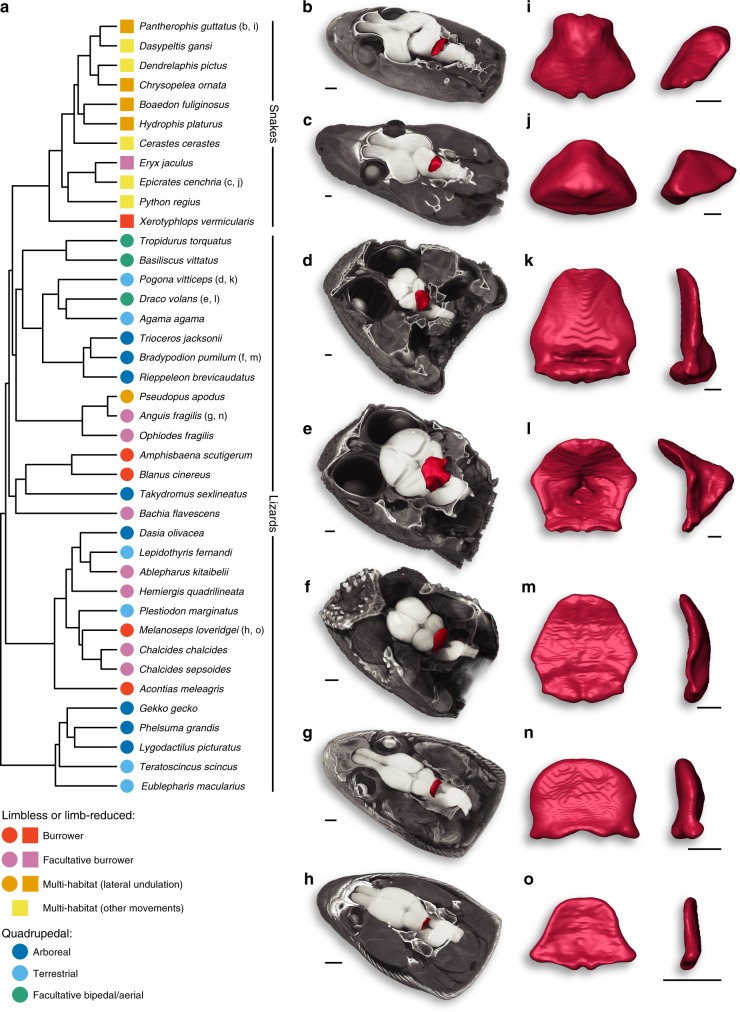
Phylogeny and cerebellar diversity of squamates. **a** Phylogenetic tree of all snake and lizard species used in morphological and volumetric analyses, adapted from the most inclusive phylogenetic study available for extant squamates^85^. The seven major locomotor modes for snakes (coloured squares) and/or lizards (coloured circles), as defined based on anatomical features, habitat use, and movement type, are indicated by the same colour code throughout the entire manuscript (see bottom left corner): limbless or limb-reduced burrower (red squares and circles); limbless or limb-reduced facultative burrower (purple squares and circles); limbless or limb-reduced multi-habitat using lateral undulation (orange squares and circles); limbless or limb-reduced multi-habitat using other movements (yellow squares); quadrupedal arboreal (dark blue circles); quadrupedal terrestrial (light blue circles); quadrupedal facultative bipedal/aerial (green circles). **b**–**o** 3D-volume rendering and high-resolution whole-brain segmentation of iodine-stained adult heads (**b**–**h**) highlighting the cerebellum structure (**b**–**o**, red colour) of selected representative squamates at indicated position in the phylogenetic tree: *Pantherophis guttatus* (**b**, **i**), *Epicrates cenchria* (**c**, **j**), *Pogona vitticeps* (**d**, **k**), *Draco volans* (**e**, **l**), *Bradypodion pumilum* (**f**, **m**), *Anguis fragilis* (**g**, **n**), *Melanoseps loveridgei* (**h**, **o**). High magnifications of 3D-rendered cerebella (**i–o**) are shown in pial surface (left panels) and lateral (right panels) views for each selected species. Scale bars: 1 mm (**b**–**h**), 500 μm (**i**–**o**).

**Fig. 2:**
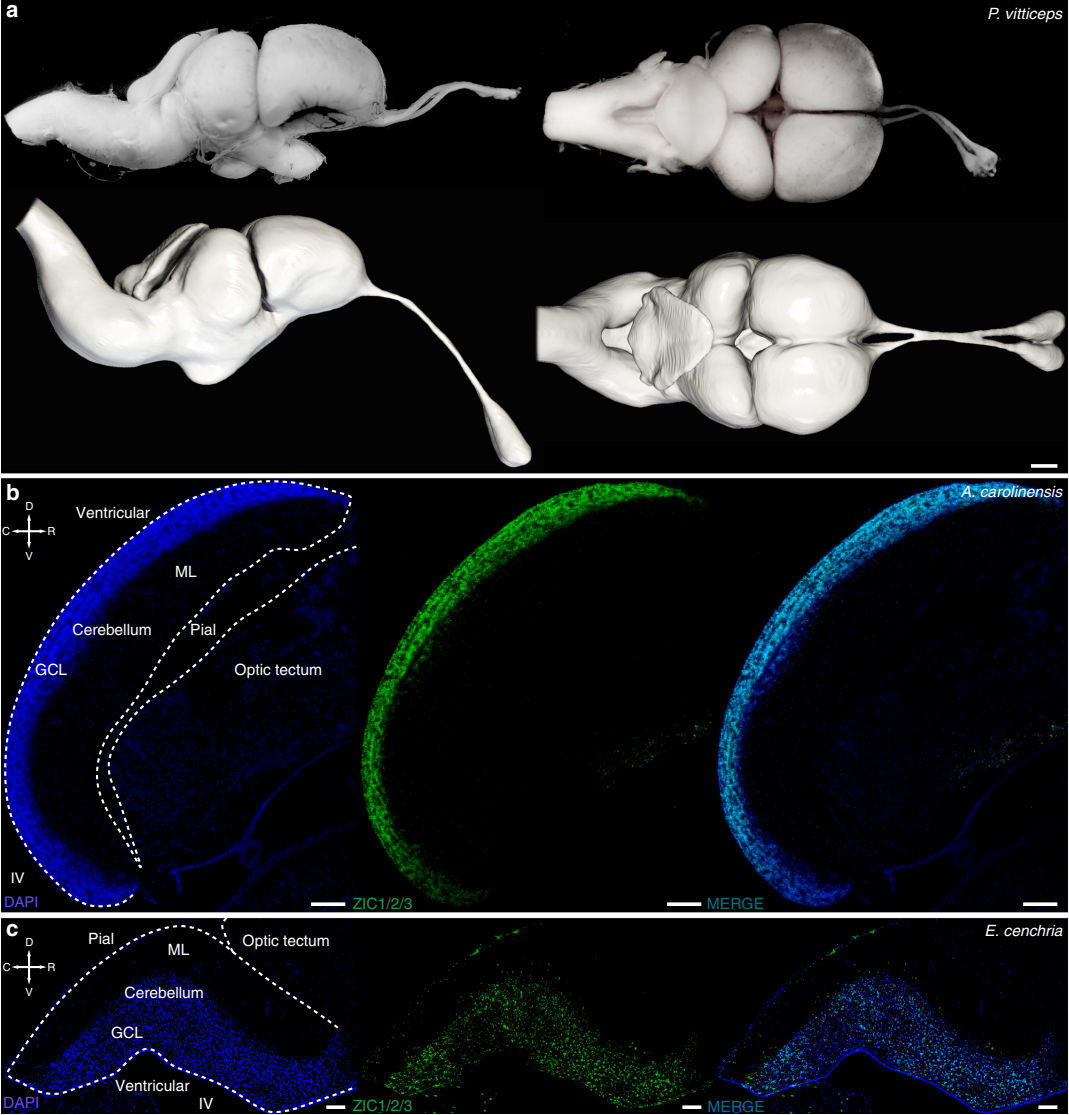
Comparative anatomy of whole-brain and cerebellar cortex. **a** Direct comparison of dissected (top panels) and 3D reconstructed (bottom) *Pogona vitticeps* brain in lateral (left panels) and dorsal (right) views. **b**, **c** Single and merged immunostainings for ZIC1/2/3 granule cell marker (green) and DAPI (blue) on sagittal sections of *Anolis carolinensis* (**b**) and *Epicrates cenchria* (**c**) cerebellar cortex. White dashed lines highlight both the cerebellum profile and part of optic tectum in contact with the cerebellum to illustrate their spatial relationships in the two species. Crossed white arrows point towards rostral (R), caudal (C), dorsal (D) and ventral (V) directions. Pial and ventricular cerebellar surfaces are indicated on their respective side. GCL, granule cell layer; ML, molecular layer; IV, fourth ventricle. Scale bars: 1 mm (**a**), 100 μm (**b**, **c**).

### Brain shape diversity in squamates

We next quantified the shape of the squamate brain, based on organ outline, as a whole and as a set of main subdivisions, including hindbrain subregions such as the cerebellum barely accessible on brain endocast^18,27^, using 3D reconstructions and geometric morphometric approaches. Our landmark-based principal component analysis (PCA) performed on Procrustes coordinates (Supplementary Fig. 1) generated a morphospace defined by three first principal components—PC1 to PC3—which together account for more than 60% of the total shape variation both for the whole-brain (Fig. 3) and each individual subdivision tested (Fig. 4). Remarkably, whole-brain shape variations along the PC1 axis, from negative to positive values, reflect the morphological transition from snakes to quadrupedal lizards (Fig. 3). Indeed, PC1 negative values contain all snake species, which are characterised by laterally compressed optic tectum and compact forebrain showing stout olfactory bulbs and tracts as well as ventro-laterally expanded cerebral hemispheres (see, e.g., *Python regius*; Fig. 3). In contrast, apart from two chameleon species with stunted olfactory tracts that positioned at negative PC1 values (Fig. 3 and Supplementary Fig. 2b), all quadrupedal lizards are scattered along the positive PC1 axis, featuring antero-posteriorly compressed and laterally-protruding cerebral and tectal hemispheres as well as thin and elongated olfactory lobes and tracts (see, e.g., *Trioceros jacksonii*; Fig. 3). Interestingly, limbless and limb-reduced lizards populate the central part of the PC1 axis and display features ranging from a snake-like organisation in burrower lizards (see, e.g., *Melanoseps loveridgei*) to morphologies resembling that of quadrupedal lizards in facultative burrowers (see, e.g., *Chalcides chalcides*; Fig. 3). Lizards also display appreciable whole-brain morphological variations along the PC2 axis, which is associated with changes in the length and curvature of both olfactory tracts and medulla oblongata as well as in the reciprocal arrangement and dorso-ventral expansion of cerebral hemispheres and optic tectum (compare, e.g., *Bradypodion pumilum* versus *Xerotyphlops vermicularis*; Fig. 3).

**Fig. 3:**
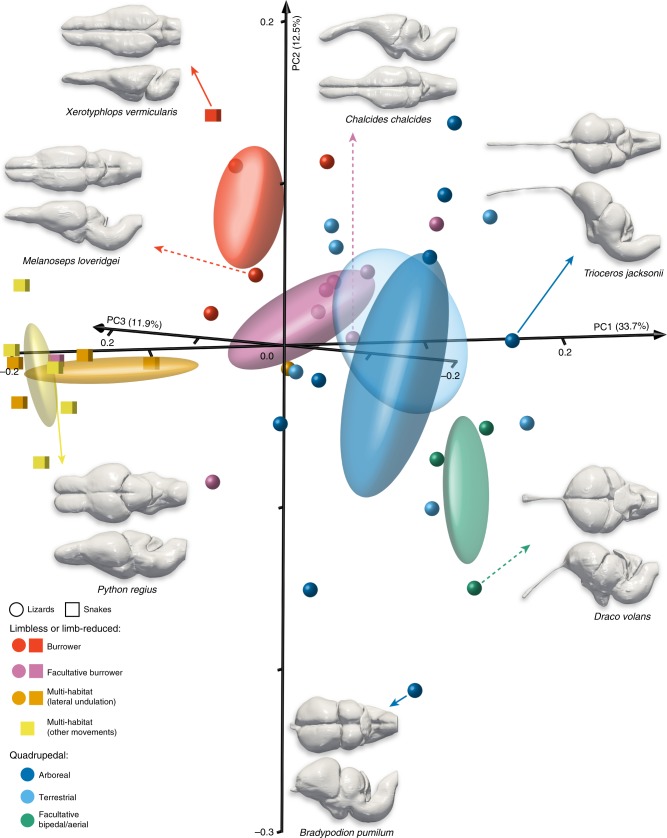
Whole-brain shape variation in squamates with different locomotor behaviours. 3D plot of principal component (PC) scores showing the whole-brain shape distribution of snakes (coloured cubes) and lizards (coloured spheres) with different locomotor modes (see colour code and symbols in bottom left corner). Numbers in brackets indicate the percentage of variance explained by each of the PC axes, and 68% confidence ellipses are shown for each locomotor mode. The 3D-rendered whole-brains corresponding to extreme (indicated by coloured solid arrows, with species names) or representative (coloured dashed arrows, with species names) lizard and snake species in both positive and negative directions along the first two PCs are shown in dorsal (top) and lateral (bottom) views. Source data are provided as a Source Data file.

**Fig. 4:**
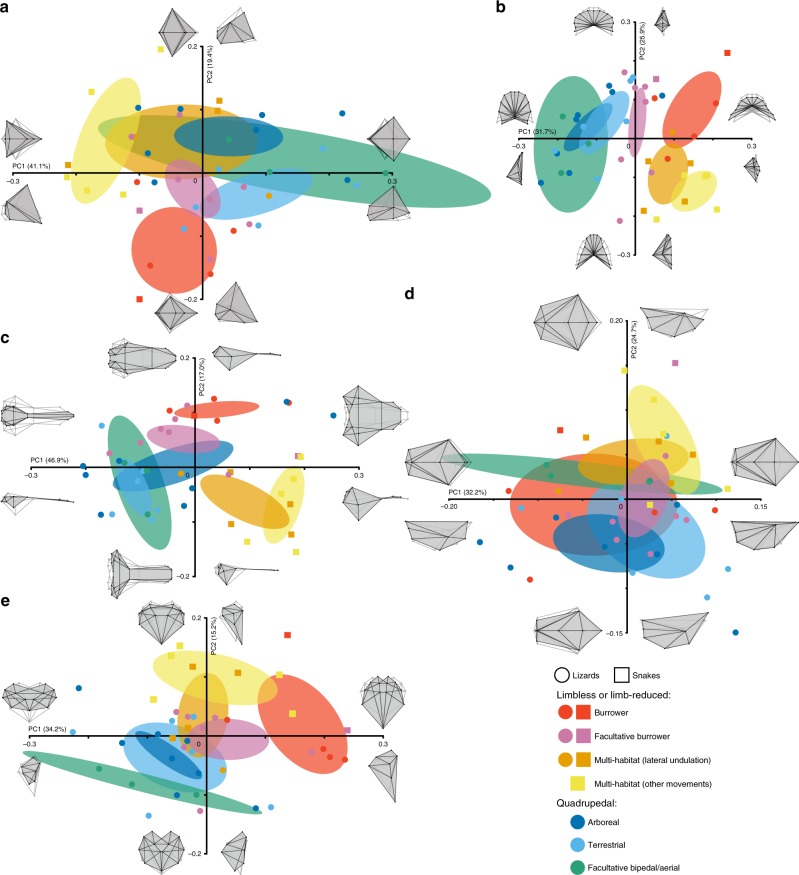
Morphological variation of major brain subdivisions in squamates with different locomotor behaviours. **a**–**e** 2D plots of principal component (PC) scores showing the diencephalon (**a**), cerebellum (**b**), telencephalon (**c**), medulla oblongata (**d**) and mesencephalon (**e**) shape distribution of snakes (coloured squares) and lizards (coloured circles) with different locomotor modes (see colour code in bottom right corner). Numbers in brackets indicate the percentage of variance explained by each of the PC axes, and 68% confidence ellipses are shown for each locomotor mode. 2D wireframes illustrate shape changes associated with the first two PCs for each brain subdivision in top and lateral (**a**, **c**, **d**), pial surface and lateral (**b**), or front and lateral (**e**) views. Source data are provided as a Source Data file.

Importantly, snake and lizard species tend to segregate in all our analyses of whole-brain and individual subdivisions, with snakes clustering at extreme positions along PC1 and/or PC2 axes, except for the cerebellum that displays an increased overlap based on two landmark configurations (Figs. 4 and 5a and Supplementary Fig. 1). Consistent with this pattern, and although a significant phylogenetic signal was identified for all subdivisions using a multivariate *K*-statistic^57^ (*K*-values ranging from 0.5684 to 0.7118; *p*-values < 0.001; Supplementary Fig. 2a, b and Supplementary Table 2), the cerebellum was the only structure showing significant shape correlations with locomotor modes, as assessed by phylogenetic ANOVA^58^ (*p*-value = 0.0046; Supplementary Table 3). Notably, post hoc pairwise comparisons corrected for phylogenetic information indicate significant morphological differences between limbless burrowers and all other locomotor modes (phylogenetic ANOVA, *p*-values ranging from 0.0004 to 0.0216), as well as between any limbless or limb-reduced and quadrupedal locomotion (*p*-values ranging from 0.0001 to 0.0147; Supplementary Table 4). The segregation of limbless burrower species with other locomotor groups is conspicuous within cerebellum morphospace at negative PC1 values, which reflect a thin, triangular-shaped cerebellum with a barely detectable curvature (see, e.g., *Xenotyphlops vermicularis*; Fig. 5a). Along PC1 axis, cerebella progressively increase their dorso-ventral extension, expand laterally, and show a gradual intensification of the ventricular surface flexure (see, e.g., *Bachia flavescens* and *Phelsuma grandis*; Fig. 5a). At extreme PC1 positive values, they are remarkably developed along the dorso-ventral axis, with a considerable elongation of their medial regions that bend rostrally to overstep the tectal hemispheres (see, e.g., *Trioceros jacksonii*; Fig. 5a). Importantly, the PC2 axis distinguishes other limbless or limb-reduced locomotor modalities from quadrupedal locomotion, with cerebellar shape ranging from a dorso-ventrally stunted and laterally compressed structure typical of limbless or limb-reduced multi-habitat species and partially shared by some facultative burrowers at negative values (see, e.g., *Chrysopelea ornata* and *Chalcides chalcides*; Fig. 5a), to the dorsally and laterally developed and anteriorly-projecting cerebellum of quadrupedal lizards at positive values (see, e.g., *Phelsuma grandis*; Fig. 5a). Together with these changes, PC2 further marks the inversion of the cerebellar flexure from the pial surface at very negative values (see, e.g., *Python regius;* Fig. 5a) to the ventricular surface (compare, e.g., *Chrysopelea ornata and Chalcides chalcides*; Fig. 5a). Interestingly, the distribution of scincid lizards, which belong to four different locomotor categories, illustrates well the locomotor behaviour trends by their scattering throughout most of the cerebellum morphospace (see exact positions in Supplementary Fig. 2a). Furthermore, distance-based convergence measures from Stayton^59^ support the significant cerebellar convergence of lizard and snake species within most of limbless or limb-reduced locomotor groups (*p*-values ranging from 0.0020 to 0.0360 in limbless burrowers and limbless or limb-reduced facultative burrowers; Supplementary Table 5).

**Fig. 5:**
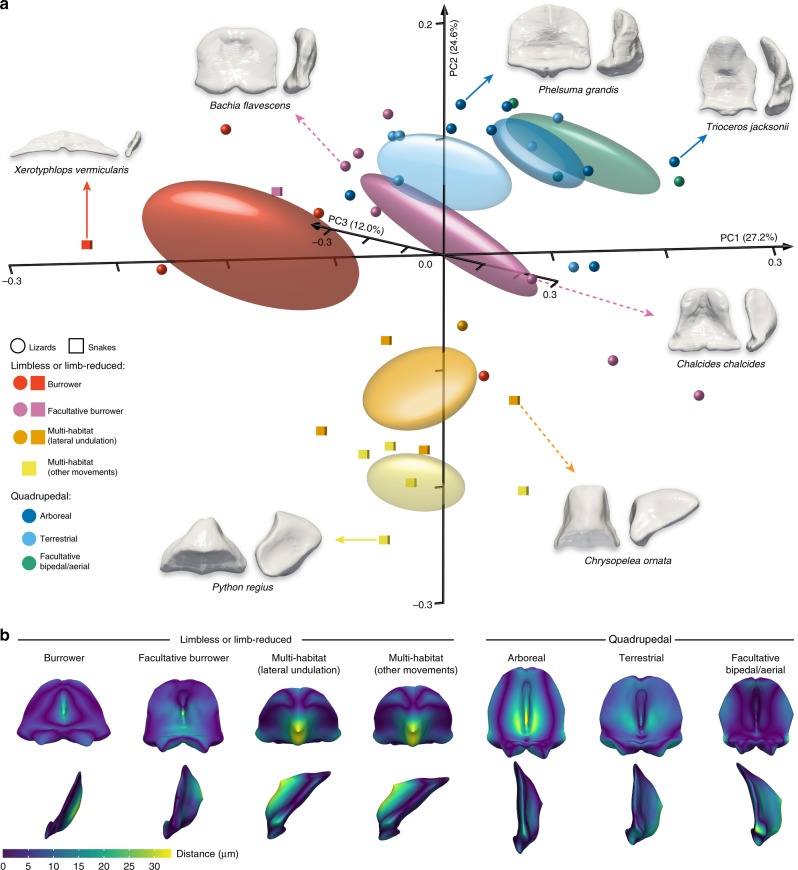
Cerebellar shape variation in squamates with different locomotor behaviours. **a** 3D plot of principal component (PC) scores showing shape distribution of isolated cerebella from snakes (coloured cubes) and lizards (coloured spheres) with different locomotor modes (see colour code and symbols in bottom left corner). Numbers in brackets indicate the percentage of variance explained by each of the PC axes, and 68% confidence ellipses are shown for each locomotor mode. The 3D-rendered cerebella corresponding to extreme (indicated by coloured solid arrows, with species names) or representative (coloured dashed arrows, with species names) lizard and snake species in both positive and negative directions along the first two PCs are shown in pial (left) and lateral (right) views. Source data are provided as a Source Data file. **b** Warped surfaces of cerebellum representing the reconstructed mean shape configuration for each indicated limbless or limb-reduced (left panels) or quadrupedal (right) locomotion mode are shown in pial surface (top row) and lateral views (bottom). Colour gradient, ranging from blue to yellow, reflects the relative Procrustes distance (in μm) of shape changes from the overall mean shape for the entire dataset.

The lack of significant locomotor signal on the whole-brain with phylogenetic ANOVA (*p*-value = 0.8076; Supplementary Table 3) might derive from the complex relationship between neuroanatomical structures and their function, with morphological changes likely reflecting several differences in behaviour and ecology. Importantly, similar cerebellar distribution patterns and shape changes were obtained using alternative landmark-free methods (Supplementary Fig. 2c, d), thus underscoring the robustness of our data. To better visualize and topographically map cerebellar shape changes typical of each locomotor mode, we next reconstructed the mean cerebellar shape configuration for each locomotor group (Fig. 5b). Consistent with a significant correlation between locomotion and cerebellar morphology, considerable deviations from the overall mean shape for the entire dataset are apparent in specific areas for most locomotor groups. Especially, a large heterogeneity exists on both ventricular and pial surfaces, where bending and thickening diverge among locomotor groups, as well as in medial and lateral peduncular areas (Fig. 5b). For example, the pial surface curvature exhibits the highest degree of variation in limbless or limb-reduced multi-habitat species, whereas limbless or limb-reduced burrowers, and to a lesser extent facultative burrowers, rather show major changes on the ventricular side. Similarly to other vertebrates, the reptile cerebellum is well-known to be divided into an elaborate array of regions that form an exquisitely organised topographic map regulating sensory-motor behaviour^2,3^. Especially, the medial and lateral parts of the main cerebellar body in snakes and lizards, two regions that show major changes in limbless or limb-reduced species from our dataset, have already been proposed to control axial musculature and limb movement^2,3^, respectively. Furthermore, the presence/absence and degree of development of motor control brainstem nuclei and spinal pathways, including the red nucleus, vestibular nuclei, certain reticular nuclei, as well as the rubro-spinal, vestibulo-spinal, vestibulo-reticulo-spinal, and reticulo-spinal tracts, have been associated with the different body plans and locomotor behaviours of reptiles^60–64^, but also with their level of cerebellar complexity^60,61,64^. Our observed cerebellar shape changes are thus definitely expected to functionally correlate with both locomotor system anatomy and locomotor behaviour.

### Cerebellum size variability in squamates

Because of the well-documented impact of ecological parameters on the relative size of brain subdivisions in most vertebrate lineages^6,12–16,21,23,25–28,32–34^, we next compared the volume of our 3D cerebellar models among locomotor groups. In parallel with the significant effect of evolutionary allometry on cerebellar shape (multivariate regression analysis of Procrustes distance on centroid size, percentage predicted = 12.6%, *p*-value < 0.0001), our volumetric data highlight substantial divergence in cerebellar size both in absolute and relative terms (Fig. 6a). As the homogeneity of regression slope assumption required for conventional phylogenetic analysis of covariance (ANCOVA) was violated in our dataset (Supplementary Table 6), we used the alternative Johnson-Neyman procedure^65^ to compare the locomotion-specific regression lines by establishing region of significance among volume covariates. Although there is not yet a phylogenetically informed implementation of the Johnson-Neyman method, the major assumptions of this technique are similar to ANCOVA, and the negligible phylogenetic signal (equivalent to zero) observed in our phylogenetic ANCOVA analysis allowed us to confidently use this method. Unexpectedly, this approach revealed few significant differences in the relative size of cerebella between locomotor groups. Indeed, only limbless burrowers showed a significantly reduced cerebellum within a restricted range of low whole-brain values (log volume < 2.42 mm^3^; Supplementary Table 7). Importantly, similar significant differences of limbless burrowers with all other locomotion groups were further confirmed using phylogenetic ANOVA analysis (*p*-values < 0.05) on the cerebellum-to-whole-brain volume ratio (Fig. 6b). Altogether, these results highlight the great phenotypic diversity of the cerebellum across squamates, and unambiguously indicate that both the cerebellar shape and size reflect locomotor behaviours. Brain size has been traditionally the preferred measured trait in past evolutionary studies, but we show here that size is only one metric, and other parameters such as shape can change independently of brain region volume. Particularly, our data clearly indicate that the cerebellar shape is likely a more relevant feature of vertebrate brain evolution than its relative size, as also suggested by recent adaptive radiation studies in several vertebrate lineages^66,67^.

**Fig. 6:**
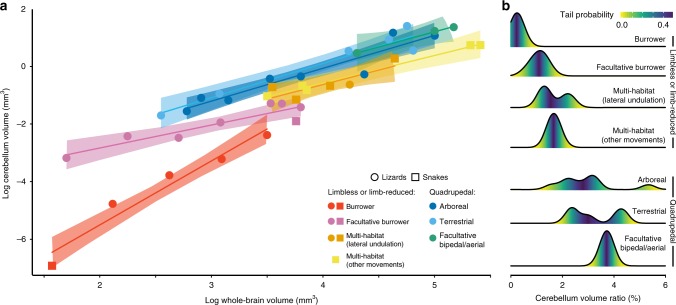
Cerebellar size variation in squamates with different locomotor behaviours. **a** Scatter plot showing the correlation of cerebellum relative to whole-brain volume (in mm^3^) for selected representative squamate species (see colour code and symbols in bottom right corner). The coloured lines and shadings represent the phylogenetic generalized least squares (PGLS) regression lines and 95% confidence intervals for each locomotor mode, respectively. **b** Ridgeline plot showing the distribution of the cerebellum-to-whole-brain volume ratios (in percentage) for each indicated limbless or limb-reduced (top panels) or quadrupedal (bottom) locomotor mode. Colour gradient, ranging from yellow to blue, reflects the tail distribution probability.

### Purkinje cell layout in the cerebellar cortex

Histological and morphological evidence suggest that species-specific characteristics of the cerebellar architecture could also be linked to behaviour and/or sensory ecology in vertebrates^3,10,11,30,31,68^, although this relationship is yet not well understood. To investigate this aspect in the squamate cerebellum, we first compared the complexity and general organisation of the principal layers and cell types of the cerebellar cortex, using histology and immunohistochemistry (IHC) methods. We particularly focused on comparing the spatial organisation of Purkinje cells (PCs), which is known to be either arranged in a monolayer or scattered in a few lizard and snake species, respectively^3,36–39^. Our comparative examination of the two predominant cerebellar neuron types—PCs and granule cells (GCs)—with specific markers such as CALB1 and ZIC1/2/3, respectively, corroborates previous observations and indicates heterogeneity in PC spatial arrangement among squamate species (Figs. 2b, c and 7). Particularly, 3D light-sheet fluorescence microscopy imaging of cleared whole-cerebella indicates a scattered organisation of PCs throughout the molecular layer (ML) in *Boaedon fuliginosus* snakes, in contrast to the orderly monolayer of *Pogona vitticeps* lizards (Fig. 7a, b), thus confirming the atypical PC pattern of snakes^3,36,37^. To investigate further this phenotype in a larger squamate dataset, we explored the potential relationships between cell arrangement and squamate locomotor specialization, by quantifying the scattering of individual PCs with a numerical approach integrating IHC, image processing, and statistical analysis. We particularly focused on comparing groups of individuals belonging to different selected squamate species with specific locomotor modes. Post hoc pairwise comparisons following highly significant Kruskal-Wallis test (*p*-value < 0.0001) revealed four major groups reflecting significantly different PC distribution patterns within the ML (Fig. 7c): ordered monolayer (group I), ordered multilayer (II), scattered multilayer (III) and totally scattered (IV). The lack of significant segregation between some locomotor modes, including between burrower and facultative burrower species that all cluster in group II, might be due to species sampling limitations, especially the difficulty to get fully burrower species. However, the low number of species for some locomotor modes does not affect the overall significance of our data, as significantly different PC organisation was further confirmed by directly comparing the obtained four groups I–IV with similar Kruskal-Wallis statistical test (*p*-values < 0.0001). Interestingly, and consistent with our cerebellar shape and volumetric data, all quadrupedal species cluster in a single group with similar ordered monolayer of PCs (group I). In contrast, significant differences were observed among limbless and limb-reduced locomotion modes. The most striking example include the significantly different PC distribution pattern between groups that include both lizard and snake species, including burrower or facultative burrowers (group II) and multi-habitat species using lateral undulation (group III; Fig. 7c), suggesting that different degrees of PC scattering present both in snakes and lizards parallel locomotor specialization independently of species relationship. Altogether, our data indicate that the evolution of different locomotor strategies might require different kinds of cerebellar mediated coordination, resulting in a particular topological organisation of PCs likely different from the ectopic PC pattern previously reported in mutant mice or human patients with abnormal cerebellar development and neurological disorders^69–72^. Furthermore, future studies comparing neuron number and size as well as neuronal morphology, physiology, and complexity across vertebrate species should reveal whether additional levels of cerebellar complexity are also ecologically relevant.

**Fig. 7:**
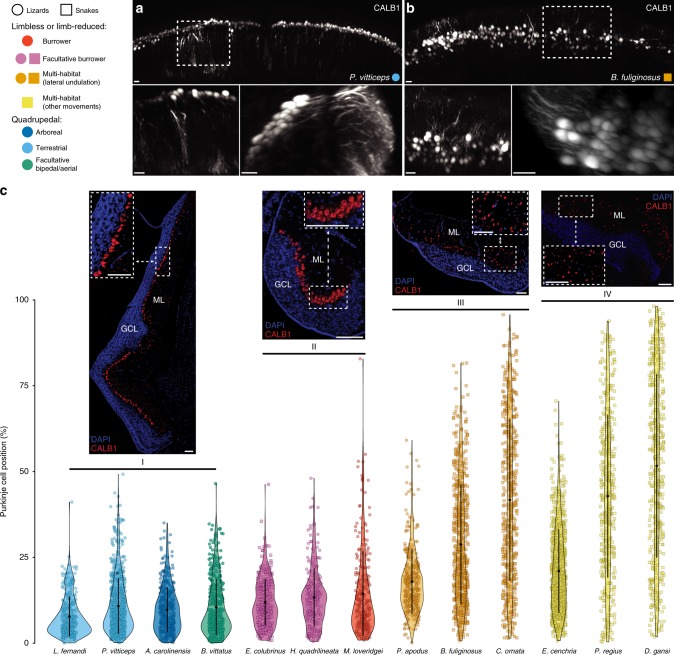
Variability in the arrangement of Purkinje cells (PCs) in the squamate cerebellum. **a**, **b** Representative light-sheet microscopy imaging of cleared whole-cerebella showing the 3D distribution and arrangement of calbindin 1 (CALB1)-immunolabelled PCs in two representative species with different locomotor modes (see colour code and symbols in top left corner): *Pogona vitticeps* (**a**) and *Boaedon fuliginosus* (**b**). The boxed areas in the coronal 3D-rendered cerebellar views (top panels) are shown at higher magnifications in coronal (left) and sagittal (right) views in the lower panels. **c**, Violin plot showing the quantitative distribution of CALB1-immunolabelled PCs in the cerebellar cortex of selected squamate species with similar or different locomotor modes (colour code and symbols as above). Due to intra- and interspecies heterogeneity in molecular layer (ML) thickness, the position of individual cells (*n* = 250–750 per species) was calculated as the distance (in %) from the granule cell layer (GCL) to the outer border (pial surface) of the ML, and error bars represent the standard deviation. Four major positioning patterns containing three or four squamate species and reflecting the increased scattering of PCs (from I to IV) were identified based on Kruskal-Wallis statistics. Immunohistochemistry with CALB1 marker (red staining) on sagittal sections of the cerebellar cortex in selected representative species are shown at low and high magnifications (insets) for each pattern: *Pogona vitticeps* (I), *Eryx colubrinus* (II), *Pseudopus apodus* (III), *Dasypeltis gansi* (IV). Source data are provided as a Source Data file. Scale bars: 30 μm (**a**, **b**), 100 μm (**c**).

### Patterns of cerebellar gene expression

Differences in gene regulation and expression pattern have long been recognised as crucial contributors to phenotypic diversity of the nervous system at both cellular and morphological levels^73^. Particularly, the accurate characterisation and quantification of orthologous transcripts across species are critical for understanding gene expression patterns and transcriptome-phenotype relationships, as evolutionary changes in gene expression contribute to behavioural phenotype and play a key role in phenotypic changes between species. Here, we employed comparative transcriptomics to determine the similarity of cerebellar gene expression across representative squamate species with similar or different locomotor behaviours. 

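Cerebellar RNA was profiled in 10 squamate species, with 1 column of expression values per species, called the library of that species below. The 6 limbless species comprised 3 multi-habitat species moving by lateral undulation (the snakes Pantherophis guttatus and Chrysopelea ornata and the legless lizard Pseudopus apodus), 2 multi-habitat snakes using other movements (Dasypeltis gansi and Python regius) and 1 facultative burrower (the sand boa Eryx colubrinus). The 4 quadrupedal species were 2 terrestrial lizards (Pogona vitticeps and Lepidothyris fernandi, the latter named Mochlus fernandi in the sample records), 1 arboreal chameleon (Trioceros jacksonii) and 1 facultatively bipedal lizard (Basiliscus vittatus). Snakes and limbless species are the same set except for P. apodus. According to the methods, ribosomal RNA was removed from total RNA before stranded library construction, and the reads were trimmed, filtered for ribosomal sequence and assembled de novo for each species. Orthologs were inferred from the predicted proteins, and transcript abundance was estimated by RSEM as FPKM, in which fragments are normalized to transcript length and to mapped reads. The methods mention sequencing in duplicates, whereas the values analysed here hold 1 number per gene and species, and how the duplicates were combined is not given in the sources used here. The spread within a species is therefore unknown, and species, which share ancestry and are not independent, are the units of every test.
The 630 genes summed to between 8328 and 15880 FPKM in the limbless species (median 14821) and to between 6289 FPKM in L. fernandi and 13383 FPKM in T. jacksonii in the quadrupedal species (median 11294). The 10 most abundant genes held between 9.58% of that sum in E. colubrinus and 13.3% in D. gansi. The paper states an average read number per species in its methods, but FPKM keep no read counts, so the depth behind a single value is unknown. No value was 0 and the lowest was 0.2 FPKM. A total of 30 values stood at exactly 0.5 FPKM, against 6 in the next 0.1 FPKM above, so that folds involving such a value are uncertain. Because FPKM are not counts, genes were tested with limma on log2(FPKM + 1), and groupings of species with exact permutation tests of Pearson's r between pairs of species across the 630 genes. Intervals for r come from 10000 resamplings of genes, which are not independent replicates. Genes carry the protein names given with the values, and 20 of the 630 names were doubtful, for instance reverse transcriptase.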

We restricted our analyses to a set of 630 protein-coding genes that could be identified as one-to-one orthologs across all 10 species RNA sequencing data (Fig. 8a). The difficulty to recover shared orthologs in our lizard and snake dataset could be justified by the lack of genome data information in most analysed models as well as by the abundance of rapidly-evolving genes showing accumulation of amino acid changes in squamates^74,75^, two factors that are known to affect the sensitivity of ortholog identification. Heat map analysis and hierarchical clustering based on normalised expression values of orthologous genes revealed three clusters with characteristic gene expression patterns, including similar (up- or downregulated, clusters 1 and 2) or differential (cluster 3) expression among squamate species (Fig. 8a). 

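Ward clustering of log2(FPKM + 1), scaled within each species and divided into 3 groups, separated 87 genes of high level (median of mean expression 43.2 FPKM, cluster 1), 273 genes of low level (8.37 FPKM, cluster 2) and 270 genes of intermediate level (18.4 FPKM, cluster 3). The clusters were numbered by level, so this order follows from how they were made. Cluster 1 included synaptojanin-1, a phosphatase of synaptic vesicle recycling, which had the smallest spread of all genes, from 21.2 FPKM in B. vittatus to 43.1 FPKM in T. jacksonii. It also included gamma-aminobutyric acid type B receptor subunit 1, which ranged from 0.5 FPKM in P. apodus to 165.3 FPKM in P. regius. In cluster 2, the adhesion molecule cadherin-18 ranged from 0.5 FPKM in L. fernandi to 21.9 FPKM in P. regius, and in cluster 3 cadherin-20 ranged from 2.19 FPKM in C. ornata to 127.3 FPKM in D. gansi.
The median SD of log2(FPKM + 1) across the 10 species was 0.82 in cluster 1, 0.93 in cluster 2 and 0.99 in cluster 3. Among 17 gene lists in 3 clusters, the lowest p belonged to synaptic receptors and scaffolds, with 10 of 27 members in cluster 1 where 3.73 would fall by chance (Fisher's exact test, p = 0.0017, adjusted p = 0.088 over 51 tests). The partition depended on the linkage, since average linkage left 1 gene in the smallest of its 3 clusters.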

We further investigated the biological function of sets of genes characterising each identified cluster, using a functional enrichment analysis of Gene Ontology (GO) categories. Interestingly, whereas the GO distribution was very similar in the three different clusters for the first three high-level biological process terms, including cellular process, biological regulation, and developmental process, significant gene category enrichment was observed for more specific terms. Especially, cluster 3, representing differentially expressed genes, is highly enriched with genes associated to development (three enriched categories, corresponding to 105 genes) but also to locomotory behaviour (29 genes; Fig. 8b), indicating that functionally relevant genes can exhibit dynamic expression ranges across squamates. 

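Of the 12 genes that the paper names for locomotory behaviour, 8 fell in cluster 3, namely alsin, contactin-2, hamartin, metabotropic glutamate receptors 1 and 5, pumilio homolog 1, striatin and unconventional myosin-Va. By chance 5.14 would fall there (Fisher's exact test, p = 0.139, adjusted p = 0.643 over 51 tests). Astrotactin-1 and nuclear receptor coactivator 2 fell in cluster 1, and ephrin type-A receptor 4 and spatacsin in cluster 2. The widest ranges were those of pumilio homolog 1, an RNA-binding translational regulator, from 0.69 FPKM in D. gansi to 43.9 FPKM in P. vitticeps, and of hamartin, a negative regulator of mTOR signalling, from 0.97 FPKM in L. fernandi to 60.1 FPKM in D. gansi. Alsin, an exchange factor for small GTPases, ranged from 2.02 FPKM in L. fernandi to 77.2 FPKM in D. gansi. At the other end, metabotropic glutamate receptor 1, abundant in Purkinje cells, ranged 3.23-fold, from 9.41 FPKM in P. vitticeps to 30.4 FPKM in P. guttatus. The highest species exceeded the lowest by a median of 8.11-fold for these 12 genes, and by a median of 10.3-fold for all 630 genes. L. fernandi, the species with the lowest sum of FPKM, was lowest for 6 of the 12 genes.
The median SD of log2(FPKM + 1) of the 12 genes, 0.89, stood at percentile 41.0 of 10000 random lists of 12 genes matched on mean expression. These genes were named from the paper's own clustering, so their place in cluster 3 is not independent evidence, and cluster numbers follow the level of expression: with expression scaled within each gene instead of each species, 54.1% of the genes then numbered cluster 3 had been in it before, and the 12 genes fell as 3, 7 and 2 in clusters 1, 2 and 3. The remaining genes of the paper's locomotory behaviour category were not analysed here.

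**Figure D1:**
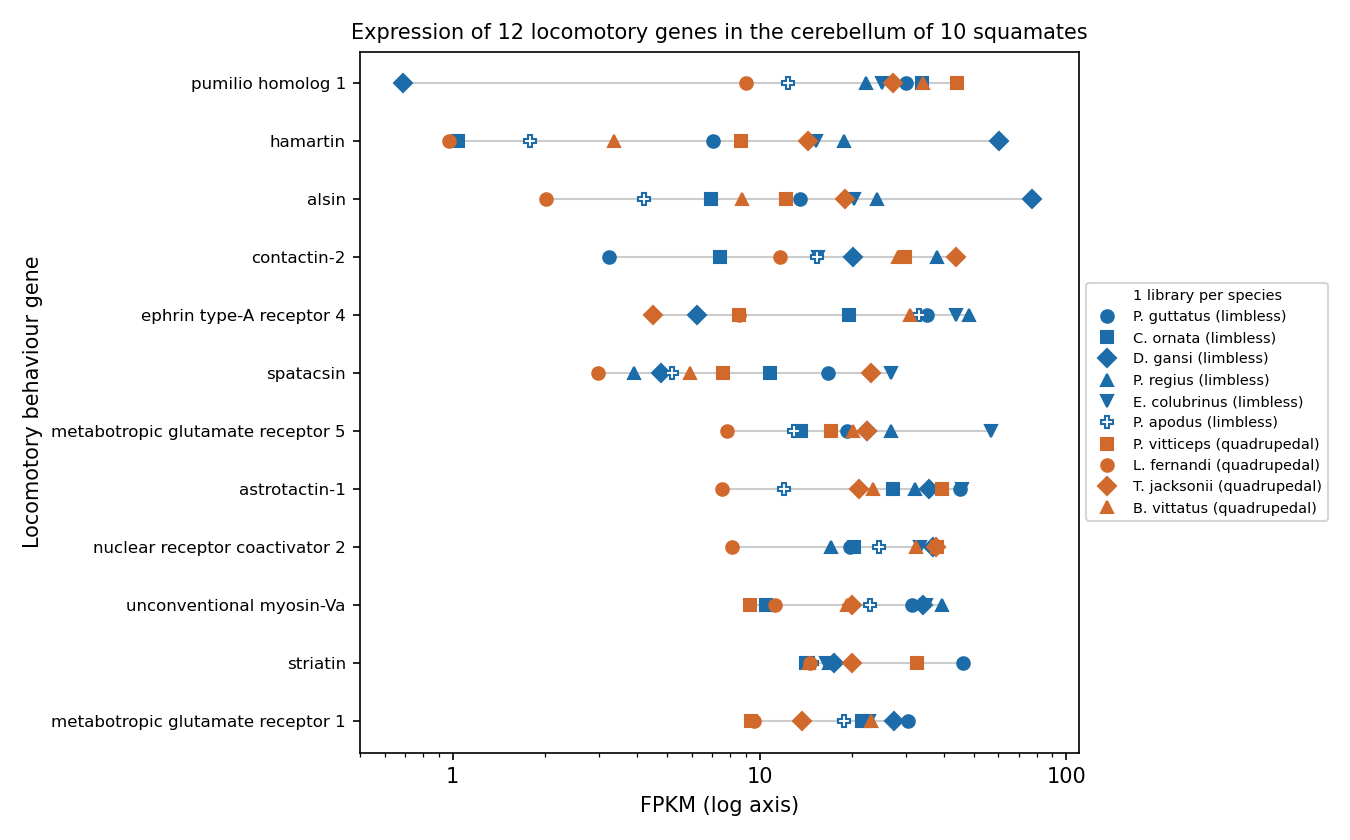
FPKM (log axis) of the 12 named locomotory genes in each of 10 species, 1 point per species and library, limbless species in blue and quadrupedal species in orange; grey lines join the lowest and the highest species. Pumilio homolog 1 spans 0.69 to 43.9 FPKM at the top and metabotropic glutamate receptor 1 spans 9.41 to 30.4 FPKM at the bottom.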

Importantly, most of the identified enriched genes linked to locomotory behaviour are already known to be predominantly expressed in the brain and to play a key role in motor coordination, balance, and/or locomotor activity in multiple vertebrate models such as zebrafish (e.g., Spatacsin), mice (e.g., Contactin-2, Astrotactin-1, Ephrin type-A receptor 4, Striatin, Alsin, Metabotropic glutamate receptors 1 and 5, Nuclear receptor coactivator 2, Hamartin), rats (e.g., Unconventional myosin-Va), and humans (e.g., Pumilio homolog 1). Among examples, knock-out mice for Contactin-2, a cell adhesion molecule expressed in the Purkinje fiber network and critical for neuronal patterning and ion channel clustering, exhibit severe ataxic phenotype consistent with defects in the cerebellum^76^, and mice that lack Astrotactin-1 have abnormal development of Purkinje cells associated with defects in balance, coordination, and walking behaviour^77^. Our data thus suggest that the evolution of different locomotor strategies might require expression level modulation of the identified cerebellar genes, indicating that differential gene expression might reflect the alternative locomotor patterns in squamates. By contrast, housekeeping and structural genes such as regulators of cytoskeletal actin, as well as GO categories not directly or exclusively linked to the specific movement from place to place of an organism (as defined for the locomotory behaviour category), are significantly over-represented in clusters 1 and 2 (Fig. 8b), thus also confirming the validity of our data and experimental design. 

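Between limbless and quadrupedal species, 8 of the 12 named locomotory genes had a higher mean log2(FPKM + 1) in the limbless species and 4 a lower one, and none passed limma's test, neither over all genes nor adjusted over the list alone (0 genes, smallest adjusted p = 0.436). Ephrin type-A receptor 4, a receptor in axon guidance, had 31.0 ± 15.6 FPKM (SD, n = 6 species) in limbless and 13.1 ± 12.0 FPKM (SD, n = 4) in quadrupedal species, a log2 difference of 1.27 (standard error 0.63, adjusted p = 0.548 from limma) and of 0.93 after centring each species to the same median. Metabotropic glutamate receptor 1 had 24.0 ± 4.18 FPKM (SD, n = 6) against 14.0 ± 6.43 FPKM (SD, n = 4), a log2 difference of 0.81 (standard error 0.47) and of 0.47 after centring. The largest difference the other way was that of contactin-2, an adhesion molecule of axons, with 16.6 ± 12.1 FPKM (SD, n = 6) against 28.4 ± 13.1 FPKM (SD, n = 4), a log2 difference of -0.92 (standard error 0.61) and of -1.26 after centring. Across the 6 locomotor modes the smallest adjusted p among the 12 genes was that of hamartin (0.444, limma). After centring, 7 of the 12 genes were higher in limbless species.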

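Over all 630 genes, limbless species had a higher median level than quadrupedal species (median log2 difference 0.35, but 0.15 without L. fernandi and 0.01 after centring), so the direction of a single gene is best read against that shift. Leading the higher genes were histone H2A deubiquitinase MYSM1 (29.2 ± 11.4 FPKM, SD, n = 6 limbless, against 4.78 ± 5.64, SD, n = 4 quadrupedal; log2 difference 2.68, standard error 0.57, and 2.34 after centring), cadherin-18 (12.9 ± 6.84 against 1.53 ± 0.924 FPKM) and spondin-1, an extracellular protein of axon guidance (29.5 ± 21.7 against 2.60 ± 0.238 FPKM). Astrotactin-2, a relative of astrotactin-1, had 32.1 ± 26.3 against 5.61 ± 1.93 FPKM, and solute carrier family 12 member 5, the neuronal potassium-chloride cotransporter that sets the response to GABA, had 47.6 ± 25.4 against 10.2 ± 6.18 FPKM. The other genes among the 10 of lowest p in this direction were BRCA1-A complex subunit RAP80, sodium-dependent neutral amino acid transporter SLC6A17, ubiquitin carboxyl-terminal hydrolase BAP1, potassium voltage-gated channel subfamily H member 7 and cyclin-dependent kinase inhibitor 1, with log2 differences from 1.77 to 2.32. Lower in limbless species were dnaJ homolog subfamily C member 13, a protein of endosomal sorting (4.07 ± 3.02 against 22.8 ± 12.4 FPKM), and huntingtin (6.90 ± 6.22 against 36.8 ± 24.3 FPKM). Rootletin, myomegalin, cadherin-20, electrogenic sodium bicarbonate cotransporter 1, cohesin subunit SA-2-like, protocadherin Fat 1, THO complex subunit 2 and diacylglycerol kinase kappa completed the 10 of lowest p in that direction, with log2 differences from -2.18 to -1.23.
None of these genes passed the test. Limma called 0 of 630 genes between the categories (smallest adjusted p = 0.0928), 62 had an unadjusted p under 0.05 (52 higher and 10 lower in limbless species, 37 and 28 after centring, 36 and 31 after quantile normalization), and an exact rank sum test called 0 with 45 unadjusted, where its smallest p of 0.00952 would have to be reached by 121 genes for any to pass. In 19 genes (3.02%, against 0.952% by chance) the 6 limbless species all lay on one side of the 4 quadrupedal species, 17 of them higher. That count used FPKM without centring, so the higher level of the limbless libraries enters it. The chance share carries no spread for genes that move together, so the excess was not tested. Among the lists, 20 of 23 ion channels and pumps, 29 of 35 chromatin modifiers, 22 of 27 synaptic genes, 23 of 27 genes of the ubiquitin system and 24 of 32 of membrane trafficking were higher in limbless species (15, 22, 18, 10 and 14 after centring), and no list passed limma's camera test (smallest adjusted p = 0.454, and 0.978 with an estimated correlation). The counts before centring include the shift of all 630 genes (median log2 difference 0.35), and counts for the remaining lists are not given. Adjusted over each list alone, 2 genes passed among axon guidance genes, 2 among cadherins, 2 among ion channels, 1 among chromatin modifiers and 1 in the ubiquitin system. These calls used uncentred values and were not corrected over the 17 lists. Across the 6 modes limma called 0 genes (66 unadjusted), and between the 3 lateral undulation species and the 2 limbless species using other movements 0 genes (77 unadjusted). Leaving out 1 species changed the count between the categories to 4 without D. gansi (cadherin-18, cadherin-20, MYSM1 and spondin-1), 2 without T. jacksonii (MYSM1 and plectin) and 1 without B. vittatus (potassium voltage-gated channel subfamily H member 7).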

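Genes of the actin cytoskeleton were spread over the clusters close to the proportions of all genes, with 16 of 27 in clusters 1 and 2, where 15.4 would fall by chance (Fisher's exact test of cluster 3, p = 0.846, adjusted p = 1 over 51 tests). Of the splicing and mRNA processing genes, 14 of 21 fell in clusters 1 and 2 (12.0 by chance; Fisher's exact test, p = 0.502, adjusted p = 0.997), and of the translation and proteasome genes 8 of 17 (9.71 by chance; Fisher's exact test, p = 0.460, adjusted p = 0.997). In the reported setting splicing genes stood at the lowest percentile of the 17 lists, with a median SD of log2(FPKM + 1) of 0.75 at percentile 0.135 of random lists matched on mean expression (3.40 without L. fernandi). Over 16 alternatives this percentile ran from 0.01 to 3.40, and that of the ubiquitin system from 0.155 to 27.0. THO complex subunit 4, an mRNA export factor, ranged only from 9.18 FPKM in P. apodus to 20.0 FPKM in P. guttatus. The actin list, with a median SD of 0.92, stood at percentile 38.2 and the translation and proteasome list at percentile 21.3. Individual members ranged far more, as filamin-A, an actin crosslinker, from 2.25 FPKM in C. ornata to 131.0 FPKM in D. gansi, and elongation factor 2 from 21.9 FPKM in P. apodus to 256.7 FPKM in P. regius.
Cadherins and protocadherins stood at the highest percentile of the 17 lists (98.0, median SD 1.13), followed by axon guidance and neural cell adhesion (97.2, median SD 1.07). Over 16 alternatives the cadherin list ran from percentile 90.9 (without P. vitticeps) to 99.97 and lay above 97.5 in 13, and the axon guidance list from 93.7 (with a pseudocount of 0.1) to 99.9 and above 97.5 in 12. The gene ontology categories of Fig. 8b were not used here, so the lists differ from the paper's categories, and percentiles describe these 10 libraries without a test across species.

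**Figure D2:**
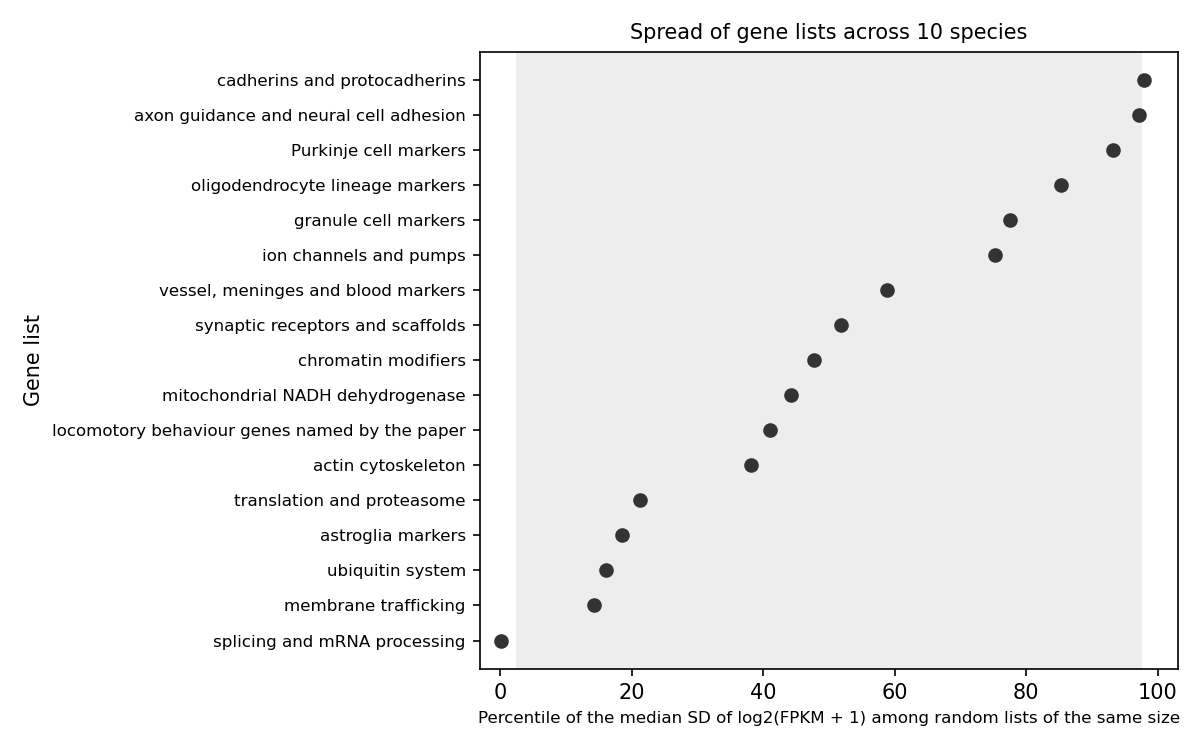
Percentile (x axis) of the median SD of log2(FPKM + 1) across 10 species for each of 17 gene lists (y axis) among 10000 random lists of the same size matched on mean expression; the grey band covers percentiles 2.5 to 97.5. Splicing and mRNA processing lies below the band at 0.135, cadherins and protocadherins above it at 98.0, and the named locomotory genes at 41.0.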

To test whether differences in the species expression profiles are linked to phylogeny or locomotor behaviour, we next performed hierarchical clustering on pairwise correlation to build a tree-like structure (dendrogram) where species are clustered into hierarchies according to their degree of expression pattern similarity. 

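Across the 630 genes, the highest of the 45 pairwise correlations in FPKM joined a snake and a lizard, P. guttatus and P. apodus, both moving by lateral undulation (Pearson's r = 0.710, 95% interval over genes 0.604 to 0.793). P. guttatus and C. ornata, both colubrid snakes of that mode, followed at 0.682, then C. ornata and P. apodus at 0.615 and the snakes P. regius and E. colubrinus at 0.602. On other scales the 2 colubrids were the highest pair (0.730 on log2(FPKM + 1), 0.732 on ranks, 0.283 centred per gene), where P. guttatus and P. apodus had 0.650, 0.636 and 0.143. D. gansi, the colubrid closest to P. guttatus in the tree of Fig. 1a, had an r of 0.370 with P. guttatus, and its r of 0.288 with E. colubrinus was the lowest of all pairs in FPKM. Its nearest species was the chameleon T. jacksonii in FPKM (0.548), and the agamid lizard P. vitticeps on log2 (0.467) and on ranks (0.472). P. apodus had a mean r of 0.535 with the 5 snakes and 0.508 with the 4 quadrupedal lizards, a difference of 0.0266 (95% interval over genes -0.0415 to 0.0978). The difference was 0.0465 on log2 (0.00578 to 0.0886), 0.145 centred per gene and -0.0172 without P. guttatus. Separating the snakes, the mean r of P. apodus was 0.663 with the 2 lateral undulation snakes and 0.449 with the other 3, a difference of 0.213 (0.130 to 0.280), in a contrast chosen after the correlations were seen. D. gansi had an r of 0.390 with P. regius, which shares its mode, and a mean r of 0.395 with the 2 other colubrids (difference -0.00511, interval -0.101 to 0.0956). On log2 the difference was 0.000145, and over all alternatives it ran from -0.0394 to 0.158. The highest was centred per gene, with an r of -0.121 with P. regius, -0.291 with P. guttatus and -0.267 with C. ornata.
Expression distance (1 - r) correlated with the order of the splits in the tree at a Mantel r of 0.135 (by ranks, one-sided permutation test, p = 0.224, adjusted p = 0.313 over 4 Mantel tests) and with the difference in locomotor category at 0.154 (permutation test, p = 0.147, adjusted p = 0.313). With the category held fixed, the Mantel r with the order of splits was 0.0680 (permutation p = 0.326). Over 29 alternatives that value ran from -0.368 (cluster 3 on log2) to 0.378 (without D. gansi) and was negative in 18. With the order of splits held fixed, the Mantel r with the category was 0.102 (permutation p = 0.235). Over 29 alternatives it stayed positive, from 0.0515 (without C. ornata) to 0.566 (log2 without D. gansi). In 13 of these 29 its permutation p fell under 0.05, without adjustment over the 4 Mantel tests. Some of these alternatives were chosen after the data were seen. In the genes of cluster 3 alone the Mantel r with the order of splits was -0.255 (permutation p = 0.955), and that with the category was only 0.0514. Without D. gansi the values were 0.489 for the order of splits (permutation p = 0.0016) and 0.441 for the category (permutation p = 0.0083), that for the order of splits being 0.232 on log2 (permutation p = 0.104), and order of splits and category are themselves related among the 10 species (Spearman's rho = 0.543 across pairs).

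**Figure D3:**
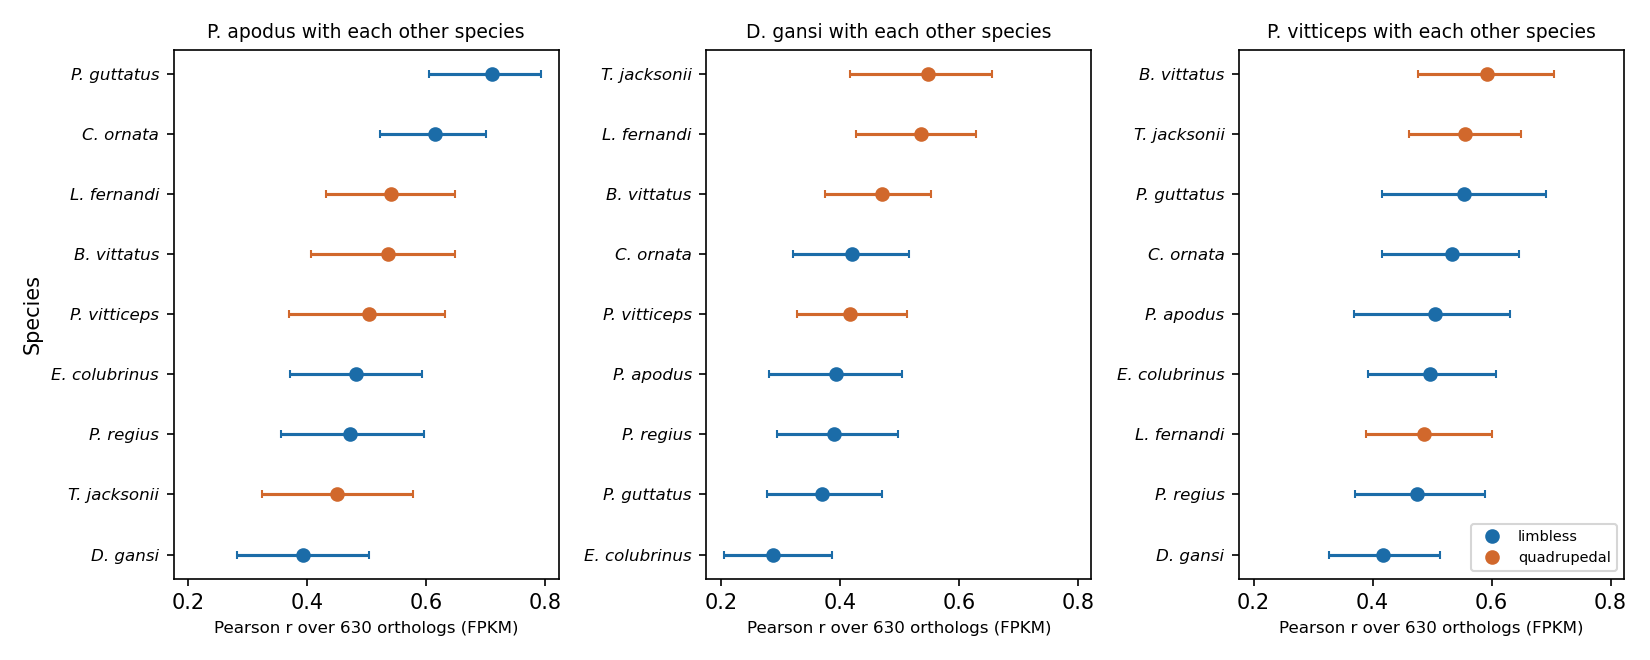
Pearson's r across 630 orthologs (x axis, FPKM) of P. apodus, D. gansi and P. vitticeps with each of the 9 other species (y axis), limbless species in blue and quadrupedal species in orange; bars are 95% intervals from resampling genes. P. apodus is highest with P. guttatus (0.710), D. gansi with T. jacksonii (0.548) and P. vitticeps with B. vittatus (0.592).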

Strikingly, our expression phylogeny from the set of orthologous genes identified in cluster 3 (but also of all orthologous genes) clearly differs from the molecular phylogeny expected for squamates, and rather reveals a locomotion-dominated clustering (Fig. 8c). Furthermore, the majority of the groupings have relatively high bootstrap support, thus strongly indicating that lizard and snake species clustered according to locomotor modes rather than phylogenetic relationships (Fig. 8c). 

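Average linkage of 1 - r in FPKM joined P. apodus with P. guttatus and C. ornata (approximately unbiased p of 98.8%) and P. regius with E. colubrinus (89.2%). The first of these nodes holds a lizard and 2 snakes of its mode, and the second 2 snakes of different modes. P. vitticeps grouped with B. vittatus (90.8%) and D. gansi with T. jacksonii (61.6%). As a plain share of resampled trees, the last of these nodes had 24.7%. A node holding all 6 limbless species was found in 0% of the resampled trees. One holding the 4 quadrupedal species was found in 4.1% (approximately unbiased p of 47.4%). On log2(FPKM + 1) that node was found in 75.6% (approximately unbiased p of 93.5%).
Pairs of the same locomotor mode had a mean r of 0.577 (SD 0.135, 5 pairs) and other pairs 0.489 (SD 0.0689, 40 pairs), a difference of 0.0883 (one-sided exact permutation test of species, p = 0.0115, adjusted p = 0.0230 over 4 groupings). Of the 5 pairs, the 3 among P. guttatus, C. ornata and P. apodus were the highest of all pairs in FPKM, whereas D. gansi with P. regius (0.390) and P. vitticeps with L. fernandi (0.487) lay below the mean of other pairs. On log2(FPKM + 1) P. vitticeps with L. fernandi, at 0.591, ranked 5 of 45, above the mean of other pairs (0.473), and D. gansi with P. regius (0.378) ranked 42. Leaving out P. guttatus, C. ornata or P. apodus ended this call in FPKM (differences of 0.0125, 0.0428 and 0.0299, exact permutation p = 0.389, 0.173 and 0.262). On log2, a setting added after the data were seen, the differences were 0.0674, 0.0690 and 0.0886 (exact permutation p = 0.0476, 0.0492 and 0.0302). These p stayed under 0.05 but were not adjusted over the 4 groupings. Within a category the mean r was 0.512 (21 pairs) and between categories 0.487 (24 pairs), a difference of 0.0248 (exact permutation p = 0.148, adjusted p = 0.197); it was 0.0445 on log2(FPKM + 1) (exact permutation p = 0.0429) and 0.0696 without D. gansi (exact permutation p = 0.00794). Within snakes or within lizards the mean r was 0.505 (20 pairs) and between them 0.493 (25 pairs), a difference of 0.0121 (exact permutation p = 0.270, adjusted p = 0.270); it was 0.0257 on log2(FPKM + 1) (exact permutation p = 0.127), 0.0273 on ranks (exact permutation p = 0.127), 0.0596 centred per gene (exact permutation p = 0.143) and 0.0416 without D. gansi (exact permutation p = 0.0317). The lizards are not a clade in the order of splits used here: L. fernandi is as far from the other lizards as from the snakes. P. apodus is nearer to the snakes than to L. fernandi, so this grouping is a poor measure of relationship. From the support of the groupings in its dendrogram, the paper reasons that lizards and snakes clustered by locomotor mode rather than by relationship.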

Notably, the variable expression patterns between locomotor groups precisely correlate with the phenotypic changes observed at both cellular and morphological levels, supporting the existence of tight functional links between gene expression, cerebellar architecture, and locomotor behaviours.

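When species were grouped by the 4 Purkinje cell patterns that the paper assigns to their locomotor modes (ordered monolayer, ordered multilayer, scattered multilayer and totally scattered), the mean r within patterns exceeded that between patterns by 0.0767 (one-sided exact permutation test, p = 0.00849, adjusted p = 0.0230 over 4 groupings). In FPKM the difference without P. guttatus or P. apodus was 0.0482 and 0.0509 (exact permutation p = 0.0534 and 0.0608), while on log2, without each in turn, it was 0.0810 and 0.0811 (exact permutation p = 0.00317 and 0.00899). Of 5 Purkinje cell markers, 4 had a higher mean log2(FPKM + 1) in limbless than in quadrupedal species, also after centring, with no call by limma for a gene or by camera for the list. Inositol 1,4,5-trisphosphate receptor type 1, the calcium channel of Purkinje cell stores, ranged from 1.38 FPKM in P. apodus (scattered multilayer) to 155.7 FPKM in D. gansi (totally scattered). The value of P. apodus was not shared by the other scattered multilayer species, P. guttatus (58.5 FPKM) and C. ornata (63.3 FPKM). Ryanodine receptor 1 ranged from 1.3 FPKM in L. fernandi (ordered monolayer) to 30.1 FPKM in P. regius (totally scattered), and voltage-dependent T-type calcium channel subunit alpha-1G from 0.5 FPKM in B. vittatus to 22.5 FPKM in E. colubrinus (ordered multilayer). After centring, the mean log2 level of the 5 markers was highest in D. gansi (5.09) and P. regius (4.29) and lowest in T. jacksonii (3.25) and P. apodus (3.33). D. gansi was also highest in the 4 granule cell markers (7.52, next T. jacksonii at 6.39). Patterns are assigned here by locomotor mode, with 1 species of the ordered multilayer, and Purkinje cells themselves were not measured in these libraries. They differ from the modes only in merging the quadrupedal modes, so the grouping test largely repeats that of modes and is no separate evidence. Supplementary Table 1 lists no immunohistochemistry for P. guttatus or T. jacksonii, whose pattern follows from their mode alone.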

**Fig. 8:**
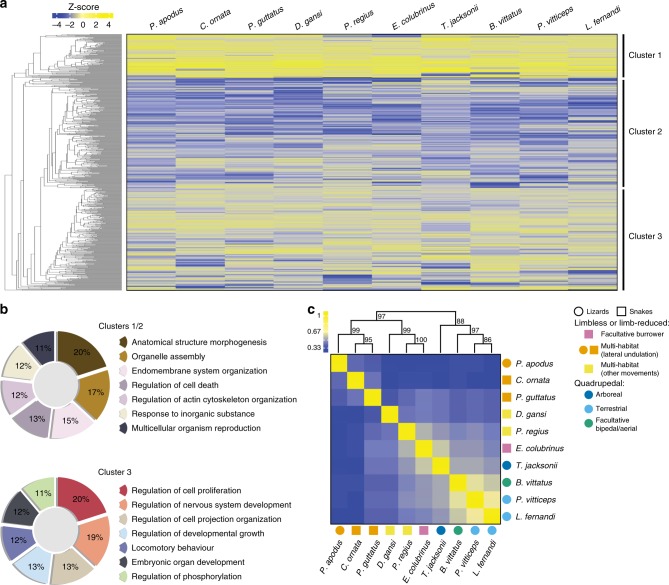
Comparative transcriptomics of the squamate cerebellum. **a** Two-way hierarchical clustering heat map showing three clusters of genes (rows) that behave similarly (clusters 1 and 2) or differently (cluster 3) across ten selected squamate species (columns). Z-score colour intensities reflect scaled gene expression values, ranging from low (blue) to high (yellow), for 630 one-to-one orthologous genes identified in all species. Source data are provided as a Source Data file. **b** Pie charts showing the distribution of orthologous genes (in %) among all significantly enriched gene ontology terms for biological processes (hypergeometric test with a false discovery rate multiple-hypothesis correction, *p*-value < 0.01) in clusters identified in **a**. **c** Hierarchical clustering of pairwise Pearson’s correlation coefficients for 630 orthologous genes identified across all squamate species. Colour intensities of individual tiles in the heat map depict pairwise correlation coefficient values, ranging from low (blue) to high (yellow), between selected species with indicated locomotor mode (see colour code and symbols on the right). Numbers at nodes in the cluster dendrogram represent approximately unbiased *p*-values (in percentage) obtained by multiscale bootstrap resampling.

### Concluding remarks

Altogether, our characterisation of the squamate brain uncovers multi-level variations in cerebellar architecture as well as unique relationships between a major ecological behaviour and organ specialization in vertebrates. Along with significant changes in cerebellar shape and size across squamate species, our study indicates a peculiar heterogeneity in cortical neuron spatial distribution and gene expression pattern, which are all intimately associated with locomotor specialization. These data unveil the existence of several relationships between brain complexity and locomotion in vertebrates, indicating that locomotion mode is a strong predictor of cerebellar size, shape, PC spatial organisation, and gene expression levels. Furthermore, this also suggests that major behavioural transitions in vertebrate locomotion patterns are evolutionary correlated with key changes in cerebellar structure, in addition to morphological changes expected in structures such as limb and post-cranial skeleton. In this context, it would be very interesting to assess additional levels of cerebellar complexity across vertebrate species, including neuron number and size as well as neuronal morphology, physiology, and circuit complexity. Importantly, the observed correlation between cerebellar shape and ecological behaviour in our geometric morphometric analysis across multiple brain regions demonstrates the existence of brain patterns shared by groups of species with lifestyle similarities, in a similar way to ‘cerebrotypes’ initially described for mammals based on size/volume data^78^. Furthermore, these findings on morphological features indicate that the main brain subdivisions in squamates are not uniform structures but rather evolved independently, thus supporting a mosaic model of brain evolution, at least with respect to locomotor capacities, as previously reported in different vertebrate groups^28,79–83^. Altogether, our work provides a framework for the evolution of cerebellar structure and locomotor behaviours in vertebrates, which can be reinforced by future experimental works and dissection of molecular and developmental mechanisms. In addition, our complementary analyses highlight how future comparative vertebrate studies of organ system-ecology relationships could benefit from adopting a multi-level integrative approach.

## Methods

### Data collection and categorisation

Forty squamate species (29 lizards and 11 snakes) were sampled from collections at the Finnish Museum of Natural History (Finland), reptile colonies at the University of Helsinki (Finland), collaborators (Michael D. Shapiro, University of Utah, U.S.A.), and specialised retailers. All reptile captive breedings and experiments were approved by the Laboratory Animal Centre (LAC) of the University of Helsinki and/or the National Animal Experiment Board (ELLA) in Finland (license numbers ESLH-2007-07445/ym-23, ESAVI/7484/04.10.07/2016, and ESAVI/13139/04.10.05/2017). *Hemiergis quadrilineata* specimens were collected under Licences to Take Fauna for Scientific Purposes from the Western Australian Department of Conservation and Land Management (No. SF003009 to Michael D. Shapiro) and exported under Environment Australia (EA) Permit to Export (No. PWS 994167; EA Approved Institution Number AI1146). All specimens analysed were at young adult stage (8–18 months after hatching), and head length (HL) reflecting the size of individuals was measured from the tip of the snout to the atlanto-occipital junction^84^ (Supplementary Table 1). An average of 2.6 individuals per species was examined (range 1–8 depending on species sampling difficulties and number of analyses performed; Supplementary Table 1), and specimens were used for multiple observations and/or analyses whenever possible. Species were carefully selected to cover all major groups of squamates^85^, thus enabling a comprehensive representation of the diversity of locomotor behaviours (Supplementary Table 1). Categorisation of locomotor groups was performed by cross-correlating data from reptile databases, available literature, and personal observations on different criteria: cranial and post-cranial anatomical features as previously defined^41,86,87^, including overall skull shape, limb characteristics (intact: well-developed limbs; reduced: limbs with skeletal elements reduced in size, lost, or fused; vestigial: retention of rudimentary limb skeleton; limbless: absence of external limbs), and degree of body elongation (elongated body: increased number (>26) of presacral vertebrae); habitat modes (aquatic: adapted for aquatic life, including marine environment; terrestrial: adapted for surface locomotion and foraging, including saxicolous; burrower: adapted for digging, living primarily and foraging underground; facultative burrower: terrestrial with some leaf-litter or burrowing behaviour; arboreal: adapted for locomotion between tree branches or bushes; semi-arboreal: often inhabiting and frequenting trees but not completely arboreal; aerial: arboreal with aerial behaviour, including gliding); movement types associated with locomotor performance and species-specific locomotor typologies based on previous descriptions^35,41,42^ (lateral undulation: limbless locomotion involving waves of lateral bending being propagated along the body; rectilinear: limbless locomotion consisting of movement in a straight line; sidewinding: limbless locomotion similar to lateral undulation in the pattern of bending, but differing in static contact with the substrate and lifting of the body; arboreal concertina: limbless locomotion consisting of gripping with portions of the body while pulling or pushing other sections in the direction of movement; modified concertina: concertina movement involving active pushing against the sides of the tunnel to provide a static anchor; quadrupedal arboreal: locomotion using four limbs to move through trees, including morphological specializations; quadrupedal terrestrial: surface locomotion using four limbs; facultative aerial: locomotion occurring in the air, including gliding; facultative bipedal: form of terrestrial locomotion using the two rear limbs, including running). Seven major locomotor groups were defined based on these criteria, including two major categories (limbless or limb-reduced and quadrupedal) further divided into four (burrower, facultative burrower, multi-habitat lateral undulation, multi-habitat other movements) or three (arboreal, terrestrial, facultative bipedal/aerial) subgroups (see Supplementary Table 1): limbless burrower (burrower species using modified concertina or rectilinear locomotion); limbless or limb-reduced facultative burrower (facultative burrower species using slow lateral undulation locomotion); limbless multi-habitat lateral undulation (terrestrial, aquatic, or aerial/arboreal species using lateral undulation locomotion); limbless multi-habitat other movements (terrestrial or arboreal species using rectilinear, arboreal concertina, or sidewinding locomotion); quadrupedal arboreal (arboreal species using quadrupedal arboreal locomotion); quadrupedal terrestrial (terrestrial species using quadrupedal terrestrial locomotion); quadrupedal facultative bipedal/aerial (semi-arboreal or aerial species using facultative bipedal or aerial locomotion).

### Generation of 3D whole-brain models

High-resolution 3D CT scans of adult squamate heads were performed at the University of Helsinki or University of Kuopio imaging facilities (Finland) using Skyscan 1272 or 1172 (Brucker, Belgium). Samples were fixed and conserved in 10% formalin (museum specimens) or fixed in 4% paraformaldehyde (fresh specimens), two solutions that give almost identical final concentrations of formaldehyde (Supplementary Table 1). Previous quantitative analyses of brain tissues have demonstrated minor shape and cytoarchitecture artifacts introduced by such fixatives, including by comparing specimens with different preservation procedures^47,50,55^, and limited shrinkage of brain tissues is expected because of the relatively low concentrations used^46,48–50^. For optimal brain tissue visualization, samples were next stained with 0.3% phosphotungstic acid (PTA) or 1% iodine solutions, two contrast enhancers with optimised protocol and known penetration power^52–55^. Based on previous reports^47–49,51^ and own observations (see Fig. 2a), such low concentrations of contrast enhancers show either no or limited shrinkage of brain tissues, including in museum samples^51^. Scans were reconstructed using NRecon 1.7.0.4 software (Bruker) and 3D volume rendering as well as segmentation were done using the software Amira 5.5.0 (Thermo Fisher Scientific, U.S.A.). We adopted a manual segmentation approach to gain detailed brain reconstructions and to accurately reproduce the prominent traits of all encephalic subdivisions, including their spatial relationships (Fig. 2a). Most brain structures were discernible and could be included in the reconstructions, except for the pituitary and pineal glands. Both the whole-brain and isolated cerebellum were segmented, thus allowing assessment of volumetric and geometric morphometric measurements of these structures. Furthermore, geometric morphometrics was performed on each individual brain subdivisions using different specific subsets of landmarks on the whole-brain reconstructions (see below and Supplementary Fig. 1). A coronal plane intersecting the atlanto-occipital junction was set as the posterior limit of segmentation. The overall fixation/staining procedure and accuracy of all generated 3D models were carefully controlled by directly comparing our reconstructions with freshly dissected brains along the three anatomical planes (see Fig. 2a), and/or by incorporating more than one specimen as well as both museum and fresh specimens for each species whenever possible (*n* = 1–4 individuals per species depending on sample availability; Supplementary Table 1).

### 3D whole-surface analyses and geometric morphometrics

A total of 61 anatomical landmarks, clustered in groups delineating the 3D profile of the five major brain subdivisions (telencephalon, diencephalon, mesencephalon, cerebellum, medulla oblongata; Supplementary Fig. 1), were digitised on whole-brain surfaces using the Landmark Editor software (Institute for Data Analysis and Visualization, IDAV, U.S.A.). We further took advantage of our manual segmentation of the isolated cerebellum structure to improve its overall shape representation, by adding 5 extra-landmarks at the interface between mesencephalon and cerebellum, a region inaccessible on whole-brain models (Supplementary Fig. 1b). Measurement errors deriving from digitisation were estimated by repeating landmarking in two independent sessions (Supplementary Table 8), and obtained coordinate values were then averaged and used for subsequent analyses^88^. The accuracy of our 3D reconstructions and landmarks was further validated by controlling for shape outliers in the R-package geomorph v3.0.7^89^ (https://CRAN.R-project.org/package=geomorph).

A Generalized Procrustes Analysis (GPA) was used to simultaneously superimpose all configurations and extract shape data by removing the effects of scale, orientation, and position^45^. Centroid size was computed as the square root of the sum of the squared distances of all landmarks from their centroid, and a multivariate regression of shape onto centroid size was used to test for allometry^90^. A Principal Component Analysis (PCA) performed on the covariance matrix of shape variables was used to visualize the main patterns of morphological variation with 68.27% confidence ellipses for each group mean (5000 replicates), and the R-package pca3d v0.10 (https://CRAN.R-project.org/package=pca3d) was used to generate 3D PCA plots. Phylogenetic signal was calculated from shape data with a generalised *K*-statistic^47^ in R-package geomorph v3.0.7^89^, using the most inclusive and recent phylogenetic studies available for extant squamate species^85^, and phylogenetic relatedness was corrected in subsequent statistical analyses to take into account independent observations across different species. To correct for allometry, all statistical analyses were also performed on residuals of the multivariate regression of shape onto size. The influence of locomotor modes on brain shape was tested with post hoc pairwise tests using phylogenetic ANOVA based on an advanced generalized least squares (GLS) approach^58^ in geomorph package (function ‘advanced.procD.lm’). Convergent evolution in the different locomotor groups was assessed using the distance-based convergence measures C1-C4^59^ in the R-package convevol v1.3 (https://CRAN.R-project.org/package=convevol). To reconstruct the mean cerebellar shape configuration of each major locomotor mode, the closest specimen to the overall mean shape in multidimensional space was first identified via the function ‘findMeanSpec’ in geomorph package, and a 3D CT-scan of this specimen was warped to the overall mean shape (0.0) based on Thin Plate Spline (TPS) method^91^ using the function ‘tps3d’ in R-package Morpho v2.6^92^ (https://CRAN.R-project.org/package=Morpho). Patterns of shape changes were then visualized as deviations from this overall mean shape configuration to the averages of each locomotion group, using warping and heatmap functions from R-package Rvcg v0.18 (https://CRAN.R-project.org/package=Rvcg) and colour palette from R-package viridis v0.5.1 (https://CRAN.R-project.org/package=viridis). Phylogenetic ANCOVA was carried out with function ‘phylolm’ from R-package phylolm v2.6^93^ (https://CRAN.R-project.org/package=phylolm), using the most inclusive and recent squamate phylogeny^85^. The Johnson-Neyman procedure was used as an alternative to ANCOVA^65^ when both heterogeneity of regression slopes and negligible phylogenetic signal (equivalent to zero) were observed, as this method currently lacks phylogenetically informed implementation. All analyses were performed in R with custom R scripts^94^.

Our whole-brain reconstruction strategy allowed us to employ alternative landmark-free methods, including statistical particle-based models of shape (ShapeWorks)^95^ and generalized Procrustes surface analysis (GPSA)^96^, to corroborate the shape data derived from manual landmarking (Supplementary Fig. 2c, d). Default ShapeWorks parameters were used for the grooming step, whereas the following parameters were used for the optimisation step: number of particles: 2000; relative weight: 0; starting regularisation: 1000; ending regularisation: 10; iterations per level: 3000; decay span: 1000. For GPSA, reconstructed whole-brain surfaces were simplified to 100,000 vertices and converted to Polygon File Format (PLY) in Amira 5.5.0, before loading into the GPSA software. 3D between-group PCAs^97^ for ShapeWorks and GPSA were used to visualize the main patterns of morphological variation among groups via function ‘groupPCA’ from R-package Morpho.

### Tissue clearing and light-sheet fluorescence microscopy

Large portions of the hindbrain, containing the entire cerebellum as well as parts of the medulla oblongata and tegmentum metencephali, were dissected from adult *Pogona vitticeps* and *Boaedon fuliginosus* whole-brains (*n* = 3 individuals per species). Tissues were immediately fixed for 30 min at room temperature (RT) in 4% paraformaldehyde (PFA), dehydrated through a series of increasing methanol concentrations (25%, 50%, 75%, 100%) in phosphate buffered saline (PBS), and then stored at −80 °C. Prior to optical clearing, samples were subjected to five freeze-thaw cycles from −80 °C to RT to increase the permeability to antibodies, followed by rehydratation steps in a series of decreasing methanol concentrations (75%, 50%, 25%, 0%) in PBS. Hindbrain tissue clearing and whole-mount immunohistochemistry (IHC) were performed according to the Clear, Unobstructed Brain Imaging cocktails and Computational analysis (CUBIC) protocol^98^, with minor modifications. PCs were labelled using primary anti-Calbindin D-28K antibodies (CALB1; 1:300, rabbit polyclonal, Swant, Switzerland, cat# CB38, RRID: AB_10000340) and Alexa Fluor-conjugated secondary antibodies (1:500, goat anti-rabbit IgG, Thermo Fisher Scientific, U.S.A., cat# A-11008, RRID: AB_143165). Cleared tissue fluorescence image-stack tiles were acquired with Zeiss Lightsheet Z.1 microscope (Zeiss, Germany), using 561 nm lasers and dual side illumination. Image-stack tiles were fused by applying the ‘maximum intensity projection’ algorithm from the ZEN software (Zeiss, Germany), and then aligned using Imaris Image Stitcher application (Bitplane, Switzerland). 3D-rendering and image acquisition of the reconstructed volumes were carried out in Imaris v9.2 software (Bitplane, Switzerland).

### Purkinje cell distribution quantification

To quantify and compare the distribution of PCs in the cerebellar cortex of squamate species with different locomotor modes, IHC on paraffin sections covering one cerebellar half along the sagittal plane were selected in homologous positions along the medio-lateral axis in each specimen, because of the species-dependent heterogeneity in antibody penetration with whole-mount methods. IHC on sections was conducted according to standard protocol^84^, using heat-induced epitope retrieval and overnight incubation at 4 °C with primary anti-CALB1 antibodies (see above) for specifically identifying PCs. The position of individual labelled PCs relative to the ML was calculated by measuring the shortest distance between the center of PC somata and the inner border of the granule cell layer (GCL). Due to high intra- and interspecies heterogeneity in ML thickness that could affect the relative positioning of PCs, particularly in species with scattered PC organisation, all individual PC-GCL distances were then normalised to the entire ML thickness at particular PC location, by measuring the distance between the inner border of GCL and outer border of ML (pial surface). The particular anatomical localisation and organisation of the GCL, situated as a sharply edged and densely packed block of cells on the ventricular surface of the squamate cerebellum, allowed us to use 4′,6′-diamidino-2-phenylindole (DAPI) nuclear counterstaining (Sigma-Aldrich, U.S.A.) as a suitable proxy to outline the GCL. In addition, IHC with GCL-specific markers such as Zinc finger proteins 1/2/3 (ZIC1/2/3; 1:300, rabbit polyclonal, LifeSpan BioSciences, U.S.A., cat# LS-C118695) showed a consistent overlapping with DAPI labelling on the ventricular surface of the cerebellum in all tested species (Fig. 2b, c). Distance measurements were performed in the package Fiji^99^ by running the ‘measure distance to line’ macro. As significant deviations from normality were obtained in the gathered data based on multiple methods (Shapiro-Wilk, Lillefors, Jarque-Bera, and Anderson Darling tests), thus precluding the use of parametric tests, the Kruskal-Wallis test followed by Dwass-Steel-Critchlow-Flinger post hoc comparative analysis was carried out to determine potential variations in PC distribution among locomotor groups (*n* = 250–750 observations (individual PCs) per species, using a range of 1–3 individuals from different species per locomotor mode depending on sample availability; Supplementary Table 1). Because of the low number of species for some locomotor groups, similar Kruskal-Wallis statistical analysis was also performed by combining some locomotor modes (*n* = 3–4 species per group in this case).Violin plots of PC distribution were obtained with function ‘ggplot’ from R-package ggplot2 v3.1.0 (https://CRAN.R-project.org/package=ggplot2).

### High-throughput RNA sequencing and transcriptome analyses

Total RNA was extracted from freshly dissected cerebellar tissues of 10 different squamate species with different locomotor behaviours (*n* = 1–3 species per locomotor mode depending on sample availability; Supplementary Table 1), using the RNeasy Plus Micro Kit (Qiagen, Germany), according to the manufacturer’s instructions. RNA sample concentrations were detected by Qubit 3.0 (Thermo Fisher Scientific, U.S.A.), and RNA Integrity Number (RIN) values were determined using Agilent 2100 Bioanalyzer (Agilent Technologies, U.S.A.). Libraries were produced using the TruSeq Stranded Total RNA Kit with Ribo-Zero (Human/Mouse/Rat; Illumina, U.S.A.), and paired-end sequencing (88 + 74 bp) was done using duplicates on a NextSeq 500 platform (Illumina, U.S.A.). Quality trimming and adapter sequence removal of reads were done using the Trimmomatic tool^100^, and the SortMeRNA pipeline^101^ was used for ribosomal RNA (rRNA) filtering. Quality trimmed and rRNA-filtered reads (total average of 44.2 million reads per species) were de novo assembled in contigs with the Trinity software v2.8.5^102^, using its default parameters. The coding (CDS) and protein sequence of unigenes were then predicted using the TransDecoder program implemented in Trinity^102^, and functional categories were determined using the Blast2GO program (BioBam, Spain)^103^. Finally, the OrthoFinder algorithm^104^ was used for inferring orthologous and species-specific unigenes from protein sequences (total average of 8942 unigenes per species). The relative abundance of transcripts were evaluated for each species as FPKM (fragments per kilobase of transcript per million mapped reads) using the RNA-Seq by Expectation Maximisation (RSEM) software^105^, and only orthologs expressed above a fixed expression threshold of 0.5 FPKM in at least one sample were retained to get a more accurate characterisation and quantification by excluding possible noise at very low expression levels. 630 one-to-one orthologs shared across all ten species (Source Data) were subsequently used for hierarchical clustering, correlation coefficient, and functional enrichment approaches. Expression heat maps and hierarchical clustering were generated with the Heatmapper software^106^, using Euclidean distance or Pearson’s and Spearman’s rank correlation coefficients. The robustness of hierarchical clustering was further assessed using R-package pvclust v2.0-0^107^ (https://CRAN.R-project.org/package=pvclust), with 1000 iterations of multiscale bootstrap resampling. Functional enrichment analysis was performed on several sets of orthologous genes based on hierarchical clustering, using the Gene Ontology (GO)-term enrichment tool available on GO Consortium website^108^ (http://geneontology.org/) and R-package GOstats^109^ (https://www.bioconductor.org/packages/release/bioc/html/GOstats.html). The significance of the enrichment was tested by the hypergeometric test with a false discovery rate multiple-hypothesis correction, and only significantly enriched GO terms (*p*-value < 0.01) comprising at least ten genes were considered.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Landmarks and main PC scores used for visualization and analysis are available in the main Figures and Supplementary Information. Illumina reads and processed RNA sequencing data have been deposited on the Gene Expression Omnibus (GEO) database under the accession number GSE139570. Source data on geometric morphometrics for Figs. 3–5, Purkinje cell counts for Fig. 7c, and gene expression for Fig. 8a are provided as a Source Data file. 3D brain models are available through the corresponding author, upon reasonable request.

## Source data

Source Data

# Supplementary material for: Comparative analysis of squamate brains unveils multi-level variation in cerebellar architecture associated with locomotor specialization
**Source:** Nat Commun. 2019 Dec 5;10:5560. doi: 10.1038/s41467-019-13405-w
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Comparative analysis of squamate brains unveils multi-level variation in cerebellar architecture associated with locomotor specialization

Macrì et al.

Contents:

Supplementary Figures 1, 2

Supplementary Tables 1-8

Supplementary References

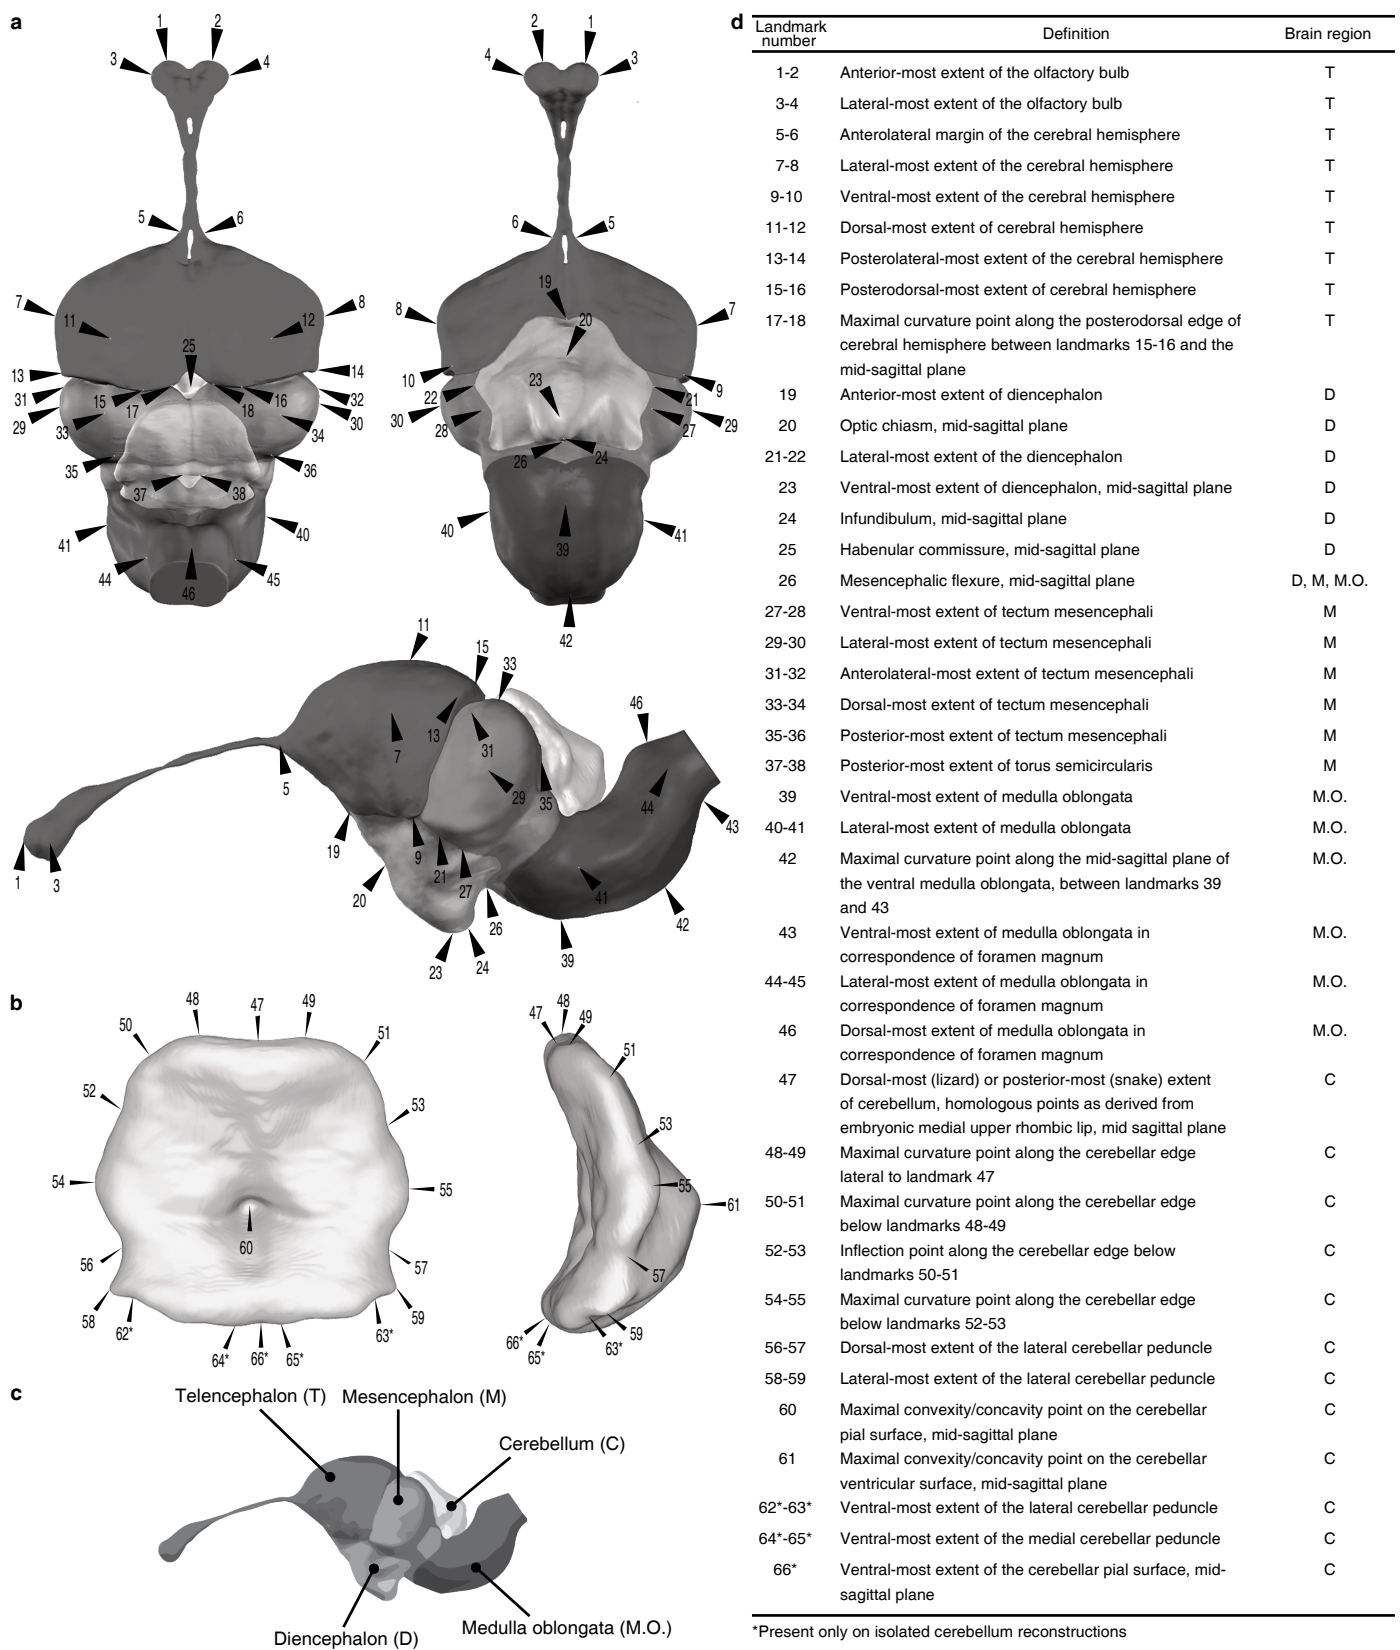

Supplementary Fig. 1: Definition of 3D anatomical landmarks. **a**, Position of 3D anatomical landmarks on the whole brain of the lizard *Agama agama* in dorsal (top left panel), ventral (top right), and lateral (bottom) views. **b**, Position of 3D anatomical landmarks on the isolated cerebellum of *Agama agama* in pial surface (left panel) and lateral (right) views. **c**, Schematic representation of the whole-brain of *Agama agama* highlighting the five major regions used for landmarking. **d**, Table showing the definition of 3D anatomical landmarks with associated number (see **a**, **b**) and brain region (see **c**).

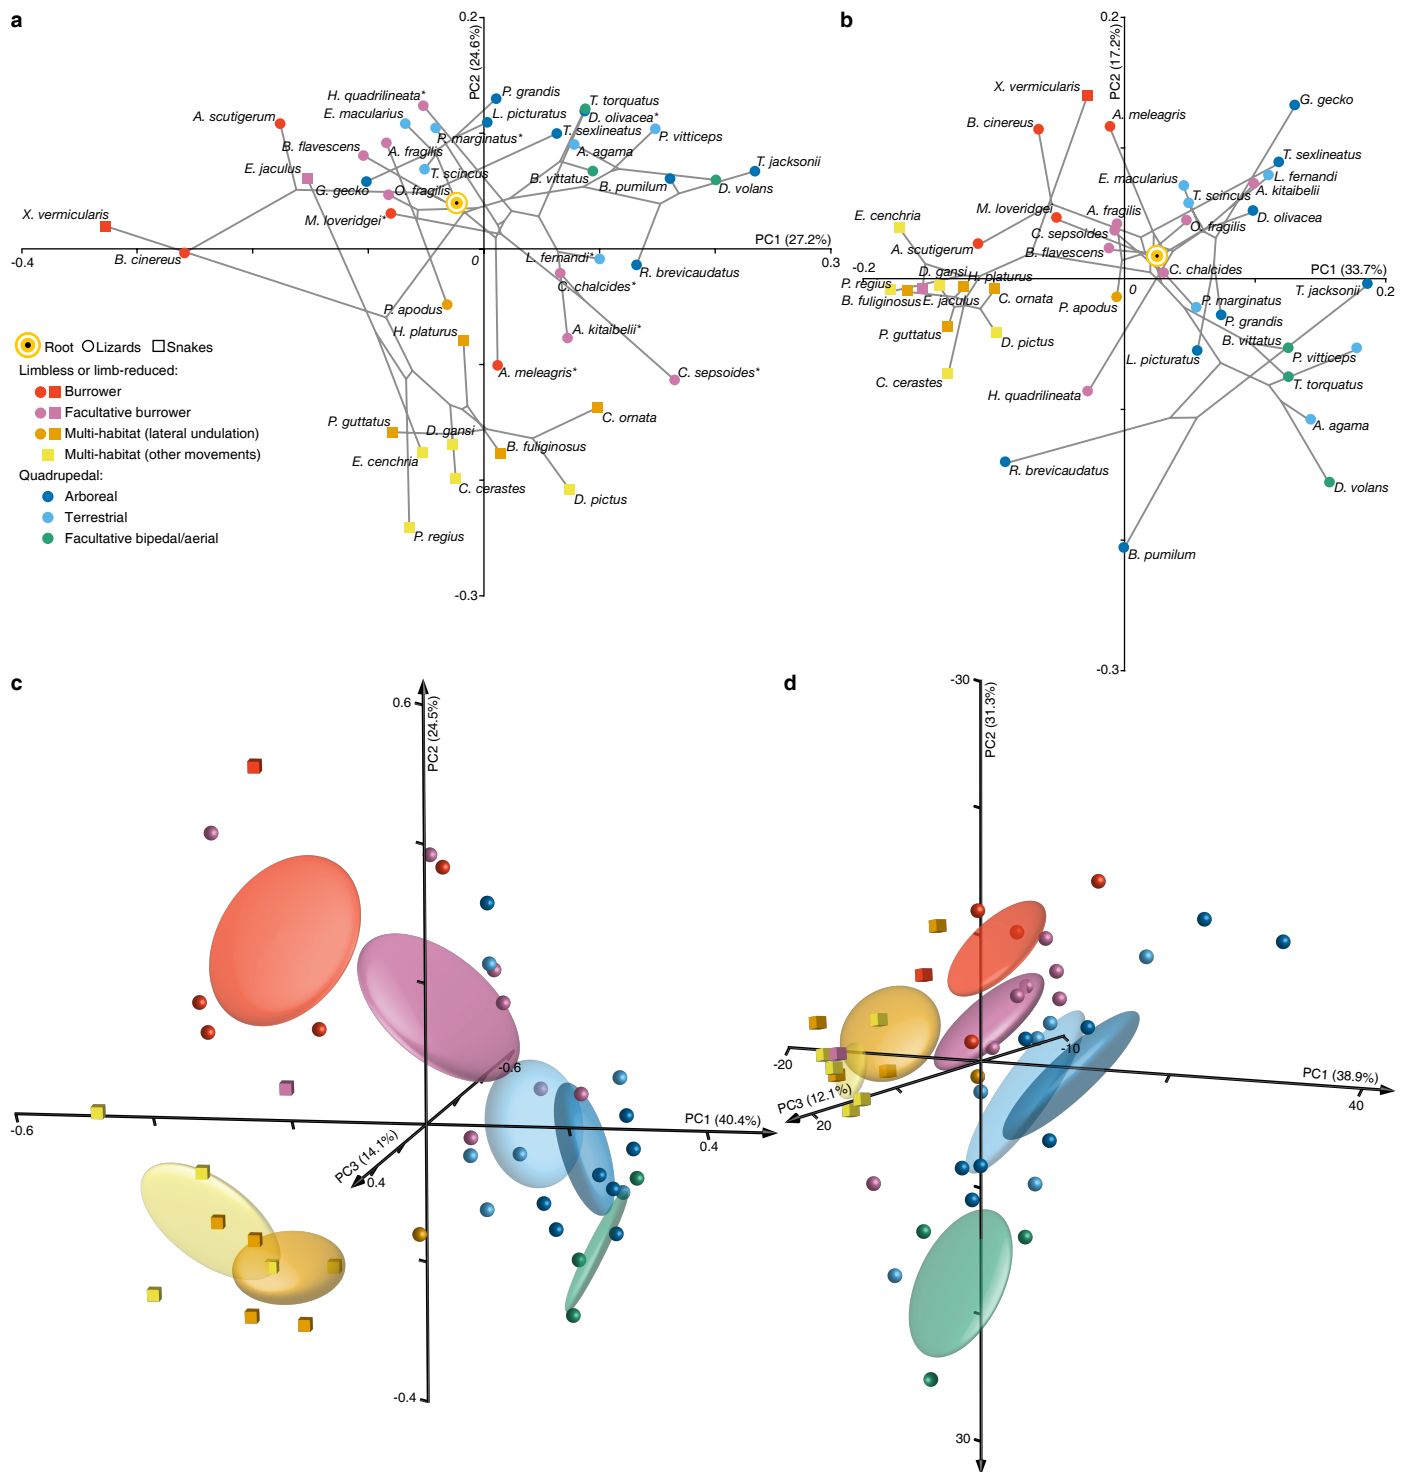

Supplementary Fig. 2: Phylomorphospace and landmark-free geometric morphometric methods. **a, b**, Plots of 2D phylomorphospace (with species names indicated) showing the cerebellar (**a**) and whole-brain (**b**) shape distribution of snakes (coloured squares) and lizards (coloured circles) with different locomotor modes (see colour code in **a**). Numbers in brackets indicate the percentage of variance explained by each of the PC axes, and 68% confidence ellipses are shown for each locomotor mode. Ancestral character estimation for each internal node was performed using squared-change parsimony, based on the most inclusive phylogenetic study available for extant squamates (see Methods), and branch lengths were derived from estimated divergence times. Asterisks in (**a**) mark individuals belonging to the *Scincidae* family. **c, d**, Plots of 3D morphospace obtained using landmark-free Shape-Works (**c**) and GPSA (**d**) methods, showing the cerebellar (**c**) and whole-brain (**d**) shape distribution of snakes (coloured cubes) and lizards (coloured spheres) with different locomotor modes (see colour code in **a**). Numbers in brackets indicate the percentage of variance explained by each of the PC axes. The PC2 axis in (**d**) was inverted for better comparison with landmark-based geometric morphometric methods.

Supplementary Table 1: List of anatomical criteria, habitat modes, and movement types used to define the main locomotor categories for all squamate species (see Methods for descriptions of categorization)

Groups	Species	Families	Anatomical features	Habitat modes	Movement types	Locomotor modes	References	Specimen source*	Specimen number†	Specimen size‡
Lizard	<i>Ablepharus kitaibelii</i>	Scincidae	Slightly reduced forelimbs, elongated body	Facultative burrower	Slow lateral undulation	Limbless or limb-reduced facultative burrower	1-4	MS	3 (3D)	8.9-9.3
Lizard	<i>Acontias meleagris</i>	Scincidae	Limbless, elongated body, cylindrical skull	Burrower	Modified concertina or rectilinear	Limbless burrower	5-7	MS	3 (3D)	8.9-13.6
Lizard	<i>Agama agama</i>	Agamidae	Intact limbs	Terrestrial	Quadrupedal terrestrial	Quadrupedal terrestrial	5	FS	1 (3D)	19.7
Lizard	<i>Amphisbaena scutigerum</i>	Amphisbaenidae	Limbless, elongated body, cylindrical skull	Burrower	Modified concertina or rectilinear	Limbless burrower	3,5,6,8,9	MS, FS	3 (3D)	10.4-11.4
Lizard	<i>Anguis fragilis</i>	Anguidae	Limbless, elongated body	Facultative burrower	Slow lateral undulation	Limbless or limb-reduced facultative burrower	2-5,10	MS	2 (3D)	16.3-17.2
Lizard	<i>Anolis carolinensis</i>	Dactyloidae	Intact limbs	Arboreal	Quadrupedal arboreal	Quadrupedal arboreal	5	FS	2 (IHC)	16.1-21.0
Lizard	<i>Bachia flavescens</i>	Gymnophthalmidae	Strongly reduced limbs, elongated body	Facultative burrower	Slow lateral undulation	Limbless or limb-reduced facultative burrower	2-4,11,12	MS	1 (3D)	12.6
Lizard	<i>Basiliscus vittatus</i>	Corytophanidae	Intact limbs	Aerial/Semi-arboreal	Quadrupedal arboreal with facultative bipedal	Quadrupedal facultative bipedal/aerial	5,13	FS	3 (3D;IHC;TR)	23.9-35.8
Lizard	<i>Blanus cinereus</i>	Blaniidae	Limbless, elongated body, cylindrical skull	Burrower	Modified concertina or rectilinear	Limbless burrower	5,6,9	MS	2 (3D)	7.8-8.3
Lizard	<i>Bradypodion pumilum</i>	Chamaeleonidae	Intact limbs	Arboreal	Quadrupedal arboreal	Quadrupedal arboreal	5	MS	1 (3D)	12.7
Lizard	<i>Chalcides chalcides</i>	Scincidae	Strongly reduced limbs, elongated body	Facultative burrower	Slow lateral undulation	Limbless or limb-reduced facultative burrower	2-4,12,14	MS	2 (3D)	13.4-13.9
Lizard	<i>Chalcides sepsoides</i>	Scincidae	Strongly reduced forelimbs, elongated body	Facultative burrower	Slow lateral undulation	Limbless or limb-reduced facultative burrower	2-4,12,15	MS	1 (3D)	9.8
Lizard	<i>Trioceros jacksonii</i>	Chamaeleonidae	Intact limbs	Arboreal	Quadrupedal arboreal	Quadrupedal arboreal	16	FS	4 (3D;TR)	24.2-29.3
Lizard	<i>Dasia olivacea</i>	Scincidae	Intact limbs	Arboreal	Quadrupedal arboreal	Quadrupedal arboreal	17	FS	1 (3D)	22.8
Lizard	<i>Draco volans</i>	Agamidae	Intact limbs	Aerial/Arboreal	Quadrupedal arboreal with facultative aerial	Quadrupedal facultative bipedal/aerial	5,13	MS	2 (3D)	18.0-21.0
Lizard	<i>Eublepharis macularius</i>	Eublepharidae	Intact limbs	Terrestrial	Quadrupedal terrestrial	Quadrupedal terrestrial	5	FS	1 (3D)	17.6
Lizard	<i>Gekko gekko</i>	Gekkonidae	Intact limbs	Arboreal	Quadrupedal arboreal	Quadrupedal arboreal	18	FS	1 (3D)	29.7
Lizard	<i>Hemiergis quadrilineata</i>	Scincidae	Strongly reduced forelimbs, elongated body	Facultative burrower	Slow lateral undulation	Limbless or limb-reduced facultative burrower	2-4,19,20	FS	3 (3D;IHC)	5.5-6.9
Lizard	<i>Lepidothyris fernandi</i>	Scincidae	Intact limbs	Terrestrial	Quadrupedal terrestrial	Quadrupedal terrestrial	21	FS	4 (3D;IHC;TR)	23.0-24.1
Lizard	<i>Lygodactylus picturatus</i>	Gekkonidae	Intact limbs	Arboreal	Quadrupedal arboreal	Quadrupedal arboreal	22	FS	1 (3D)	9.5
Lizard	<i>Melanoseps loveridgei</i>	Scincidae	Limbless, elongated body, cylindrical skull	Burrower	Modified concertina or rectilinear	Limbless burrower	2-5,23	FS	3 (3D;IHC)	9.8-10.4
Lizard	<i>Ophiodes fragilis</i>	Anguidae	Limbless (vestige hindlimb), elongated body	Facultative burrower	Slow lateral undulation	Limbless or limb-reduced facultative burrower	2-4,16,24	MS	1 (3D)	15.9
Lizard	<i>Phelsuma grandis</i>	Gekkonidae	Intact limbs	Arboreal	Quadrupedal arboreal	Quadrupedal arboreal	5	FS	1 (3D)	20.2
Lizard	<i>Plestiodon marginatus</i>	Scincidae	Intact limbs	Terrestrial	Quadrupedal terrestrial	Quadrupedal terrestrial	25	MS, FS	3 (3D)	9.7-12.2
Lizard	<i>Pogona vitticeps</i>	Agamidae	Intact limbs	Terrestrial	Quadrupedal terrestrial	Quadrupedal terrestrial	5	FS	8 (3D;LS;IHC;TR)	19.9-22.8
Lizard	<i>Pseudopus apodus</i>	Anguidae	Limbless, elongated body	Terrestrial	Lateral undulation	Limbless multi-habitat lateral undulation	2-5,26	MS, FS	5 (3D;IHC;TR)	16.8-17.5
Lizard	<i>Rieppeleon brevicaudatus</i>	Chamaeleonidae	Intact limbs	Arboreal	Quadrupedal arboreal	Quadrupedal arboreal	27	FS	2 (3D)	12.0-15.4
Lizard	<i>Takydromus sexlineatus</i>	Lacertidae	Intact limbs	Semi-arboreal	Quadrupedal arboreal	Quadrupedal arboreal	5	FS	3 (3D)	12.9-13.6
Lizard	<i>Teratoscincus scincus</i>	Gekkonidae	Intact limbs	Terrestrial	Quadrupedal terrestrial	Quadrupedal terrestrial	28	MS	1 (3D)	12.8
Lizard	<i>Tropidurus torquatus</i>	Tropiduridae	Intact limbs	Semi-arboreal	Quadrupedal arboreal with facultative bipedal	Quadrupedal facultative bipedal/aerial	5,29	MS	1 (3D)	18.5
Snake	<i>Boaedon fuliginosus</i>	Lamprophiidae	Limbless	Terrestrial	Lateral undulation	Limbless multi-habitat lateral undulation	4,5,30,31	FS	6 (3D;LS;IHC)	11.9-12.9
Snake	<i>Cerastes cerastes</i>	Viperidae	Limbless	Terrestrial	Sidewinding	Limbless multi-habitat other movements	30-32	MS	1 (3D)	12.2
Snake	<i>Chrysopelea ornata</i>	Colubridae	Limbless	Aerial/Arboreal	Lateral undulation	Limbless multi-habitat lateral undulation	13,33	MS, FS	4 (3D;IHC;TR)	21.0-21.4
Snake	<i>Dasypeltis gansi</i>	Colubridae	Limbless	Arboreal	Arboreal concertina	Limbless multi-habitat other movements	4,5,30,31	FS	4 (3D;IHC;TR)	9.4-9.8
Snake	<i>Dendrelaphis pictus</i>	Colubridae	Limbless	Arboreal	Arboreal concertina	Limbless multi-habitat other movements	4,5,30,31	MS	2 (3D)	13.6-15.5
Snake	<i>Epicrates cenchria</i>	Boidae	Limbless (vestigial hindlimb)	Terrestrial	Rectilinear	Limbless multi-habitat other movements	34,35	FS	3 (3D;IHC)	25.8-28.0
Snake	<i>Eryx colubrinus</i>	Boidae	Limbless (vestigial hindlimb)	Facultative Burrower	Slow lateral undulation	Limbless or limb-reduced facultative burrower	36,37	FS	3 (IHC;TR)	10.6-11.8
Snake	<i>Eryx jaculus</i>	Boidae	Limbless (vestigial hindlimb)	Facultative Burrower	Slow lateral undulation	Limbless or limb-reduced facultative burrower	36,37	MS	3 (3D)	9.5-12.2
Snake	<i>Hydrophis platurus</i>	Elapidae	Limbless	Aquatic	Lateral undulation	Limbless multi-habitat lateral undulation	4,5,38	MS	3 (3D)	17.0-17.9
Snake	<i>Pantherophis guttatus</i>	Colubridae	Limbless	Terrestrial	Lateral undulation	Limbless multi-habitat lateral undulation	34,39	FS	4 (3D;TR)	13.5-18.0
Snake	<i>Python regius</i>	Pythonidae	Limbless (vestigial hindlimb)	Terrestrial	Rectilinear	Limbless multi-habitat other movements	22,30,31,35	FS	3 (3D;IHC;TR)	25.2-26.0
Snake	<i>Xerotyphlops vermicularis</i>	Typhlopidae	Limbless (vestigial hindlimb), cylindrical skull	Burrower	Modified concertina or rectilinear	Limbless burrower	5,6,40,41	MS, FS	4 (3D)	5.6-6.3

*Source of specimens: MS=Museum specimen; FS=Freshly dissected sample
†Total number of specimens analyzed and their experimental destination: 3D=3D models; LS=light-sheet microscopy; IHC=immunohistochemistry; TR=transcriptome
‡Size range (snout to atlanto-occipital junction length, mm) of individuals analyzed

Supplementary Table 2: Estimation of phylogenetic signal using a multivariate *K*-statistic

Partition	<i>K</i> _{mult}	<i>p</i> -value*
Whole-brain	0.6903	< 0.001
Cerebellum (20 landmarks)	0.5753	< 0.001
Cerebellum (15 landmarks)	0.5684	< 0.001
Telencephalon	0.7118	< 0.001
Diencephalon	0.5653	< 0.001
Mesencephalon	0.5486	< 0.001
Medulla oblongata	0.6188	< 0.001

*p-values from permutation tests (10,000 permutation rounds).

Supplementary Table 3: Phylogenetic ANOVA for the whole brain and each brain subdivision

Partition	Effect	df [‡]	SS [†]	MS [‡]	Rsq	F	Z	p-value [§]
Whole-brain	Locomotion	6	0.0020	0.0003	0.1724	1.1455	-0.8931	0.8076
	Residuals	33	0.0095	0.0003				
	Total	39	0.0115					
Cerebellum (20 landmarks)	Locomotion	6	0.0069	0.0011	0.3411	2.8473	2.4326	**0.0046**
	Residuals	33	0.0133	0.0004				
	Total	39	0.0202					
Cerebellum (15 landmarks)	Locomotion	6	0.0064	0.0011	0.3111	2.4835	1.8066	**0.0333**
	Residuals	33	0.0141	0.0004				
	Total	39	0.0205					
Telencephalon	Locomotion	6	0.0018	0.0003	0.1645	1.0830	-0.8382	0.7932
	Residuals	33	0.0093	0.0003				
	Total	39	0.0111					
Diencephalon	Locomotion	6	0.0027	0.0004	0.1692	1.1197	-0.7952	0.7861
	Residuals	33	0.0132	0.0004				
	Total	39	0.0158					
Mesencephalon	Locomotion	6	0.0029	0.0005	0.1828	1.2306	-0.6429	0.7356
	Residuals	33	0.0128	0.0004				
	Total	39	0.0156					
Medulla oblongata	Locomotion	6	0.0012	0.0002	0.1759	1.1741	-0.6857	0.7524
	Residuals	33	0.0055	0.0002				
	Total	39	0.0067					

[‡]df, degree of freedom.

[†]SS, sum of squares.

[‡]MS, mean squares.

[§]Significant values (p -values < 0.05) from permutation tests (10,000 permutation rounds) are bolded.

Supplementary Table 4: Pairwise differences from phylogenetic ANOVA for the cerebellum

Cerebellum (20 landmarks)

Locomotor modes ^{†,‡}	Lbu [‡]	Llu [‡]	Lo [‡]	Lfbu [‡]	Qte [‡]	Qar [‡]	Qf [‡]
Lbu [‡]	-	**2.7962**	**3.0696**	**2.3137**	**3.4003**	**4.0491**	**3.4467**
Llu [‡]	0.0075	-	-1.0082	**1.6509**	**3.1285**	**4.3841**	**2.5178**
Lo [‡]	0.0039	0.8441	-	**2.5676**	**4.0765**	**5.1116**	**3.2212**
Lfbu [‡]	0.0216	0.0627	0.0132	-	**1.5889**	**3.3251**	1.5789
Qte [‡]	0.0016	0.0048	0.0005	0.0482	-	-0.2062	-0.4417
Qar [‡]	0.0004	0.0002	0.0001	0.0023	0.5385	-	-0.6233
Qf [‡]	0.0016	0.0147	0.0023	0.0707	0.6429	0.7119	-

Cerebellum (15 landmarks)

Locomotor modes ^{†,‡}	Lbu [‡]	Llu [‡]	Lo [‡]	Lfbu [‡]	Qte [‡]	Qar [‡]	Qf [‡]
Lbu [‡]	-	**3.4763**	**4.0718**	**2.6734**	**1.1893**	**4.1564**	**3.4188**
Llu [‡]	0.0017	-	-1.0066	**1.8128**	**2.9312**	**3.8768**	**2.2307**
Lo [‡]	0.0001	0.8444	-	**2.9502**	**4.0798**	**4.6832**	**3.0239**
Lfbu [‡]	0.0116	0.0470	0.0060	-	1.4608	**3.1970**	1.4151
Qte [‡]	0.0037	0.0069	0.0004	0.0831	-	0.7254	0.2213
Qar [‡]	0.0005	0.0004	0.0003	0.0035	0.2253	-	0.6463
Qf [‡]	0.0022	0.0259	0.0046	0.0898	0.5527	0.7227	-

[‡]Effect sizes (Z-scores) and associated *p*-values are indicated in upper and lower off-diagonal cells, respectively.

[†]Significant Z-score values (*p*-values < 0.05) from permutation tests (10,000 permutation rounds) are bolded.

[‡]Locomotor modes: limbless or limb-reduced burrower (Lbu); limbless or limb-reduced multi-habitat lateral undulation (Llu); limbless or limb-reduced multi-habitat other movements (Lo); limbless or limb-reduced facultative burrower (Lfbu); quadrupedal terrestrial (Qte); quadrupedal arboreal (Qar); quadrupedal facultative bipedal/aerial (Qf).

Supplementary Table 5: Convergence metrics for the cerebellum in groups with lizard and snake species

Locomotor modes	C1*	<i>p</i> -value	C2*	<i>p</i> -value	C3*	<i>p</i> -value	C4*	<i>p</i> -value
Lbu†	**0.1302**	0.0100	**0.0425**	0.0020	**0.0636**	0.0120	**0.0062**	0.0090
Lfbu†	**0.1328**	0.0050	**0.0310**	0.0110	**0.0557**	0.0130	**0.0046**	0.0360
Llu†	0.0106	0.8671	0.0016	0.0905	0.0046	0.8911	0.0002	0.9271

*Significant values (*p*-values < 0.05) from 1,000 evolutionary simulations are bolded.

†Locomotor modes: limbless or limb-reduced burrower (Lbu); limbless or limb-reduced facultative burrower (Lfbu); limbless or limb-reduced multi-habitat lateral undulation (Llu).

Supplementary Table 6: Pairwise comparisons of regression slopes

Pairwise comparisons	Difference in slopes	95% LCI [†]	95% UCI [‡]	<i>p</i> -unadjusted	<i>p</i> -adjusted [§]
Llu vs Lbu [*]	-1.21236	-2.10731	-0.31741	0.00986	0.16762
Lo vs Lbu [*]	-1.26428	-1.83239	-0.69618	0.00010	0.00200
Lfbu vs Lbu [*]	-1.42205	-1.96521	-0.87889	0.00001	0.00021
Qf vs Lbu [*]	-1.16252	-2.27650	-0.04853	0.04146	0.66336
Qar vs Lbu [*]	-1.07856	-1.61019	-0.54694	0.00030	0.00570
Qte vs Lbu [*]	-1.01544	-1.55070	-0.48019	0.00061	0.01098
Lo vs Llu [*]	-0.05192	-0.91460	0.81076	0.90249	1.00000
Lfbu vs Llu [*]	-0.20969	-1.05615	0.63677	0.61490	1.00000
Qf vs Llu [*]	0.04984	-1.23951	1.33919	0.93727	1.00000
Qar vs Llu [*]	0.13379	-0.70531	0.97290	0.74572	1.00000
Qte vs Llu [*]	0.19691	-0.64450	1.03833	0.63450	1.00000
Lfbu vs Lo [*]	-0.15777	-0.64593	0.33039	0.51233	1.00000
Qf vs Lo [*]	0.10177	-0.98646	1.18999	0.84906	1.00000
Qar vs Lo [*]	0.18572	-0.28958	0.66102	0.42916	1.00000
Qte vs Lo [*]	0.24884	-0.23052	0.72819	0.29576	1.00000
Qf vs Lfbu [*]	0.25954	-0.81588	1.33495	0.62401	1.00000
Qar vs Lfbu [*]	0.34349	-0.10170	0.78867	0.12484	1.00000
Qte vs Lfbu [*]	0.40661	-0.04291	0.85612	0.07433	1.00000
Qar vs Qf [*]	0.08395	-0.98569	1.15359	0.87308	1.00000
Qte vs Qf [*]	0.14707	-0.92437	1.21851	0.78006	1.00000
Qte vs Qar [*]	0.06312	-0.37239	0.49863	0.76814	1.00000

*Locomotor modes: limbless or limb-reduced burrower (Lbu); limbless or limb-reduced multi-habitat lateral undulation (Llu); limbless or limb-reduced multi-habitat other movements (Lo); limbless or limb-reduced facultative burrower (Lfbu); quadrupedal terrestrial (Qte); quadrupedal arboreal (Qar); quadrupedal facultative bipedal/aerial (Qf).

[†]95% Lower confidence interval value

[‡]95% Upper confidence interval value

[§]Significant *p*-values corrected with the Holm-Bonferroni method

Supplementary Table 7: Pairwise differences from Johnson-Neyman procedure

Significant pairwise comparisons	Inferior limit whole-brain (mm3) [†]	Superior limit whole-brain (mm3) [†]
Lbu vs Llu*	1.9485	5.5906
Lbu vs Lo*	1.4025	6.7946
Lbu vs Lfbu*	1.4933	6.8042
Lbu vs Qf*	0.7187	8.2505
Lbu vs Qar*	2.4225	6.8277
Lbu vs Qte*	1.9117	7.4338
Llu vs Lo*	0	6.7546
Llu vs Lfbu*	0	7.6275
Llu vs Qf*	0	5.1481
Llu vs Qar*	0	4.0219
Llu vs Qte*	0	4.0140
Lo vs Lfbu*	0	12.2831
Lo vs Qf*	0	8.4762
Lo vs Qar*	0	7.8398
Lo vs Qte*	0	6.8677
Lfbu vs Qf*	0	9.6744
Lfbu vs Qar*	0	7.7932
Lfbu vs Qte*	0	7.1022
Qf vs Qar*	0	11.8409
Qf vs Qte*	0	11.0250
Qar vs Qte*	0	11.9008

*Locomotor modes: limbless or limb-reduced burrower (Lbu); limbless or limb-reduced multi-habitat lateral undulation (Llu); limbless or limb-reduced multi-habitat other movements (Lo); limbless or limb-reduced facultative burrower (Lfbu); quadrupedal terrestrial (Qte); quadrupedal arboreal (Qar); quadrupedal facultative bipedal/aerial (Qf).

[†]Regions of non-significance are indicated based on plot in Fig. 3a.

Supplementary Table 8: One-way ANOVAs showing 3D-digitizing errors relative to individual differences

Data	Effect	SS [*]	MS [†]	df [‡]	F	p-value
Shape whole-brain	Individual	3.0188	0.0004	6864	1576.21	<0.0001
Shape cerebellum (20 landmarks)	Digitizing error	4.9885	0.0024	2067	1550.60	<0.0001
Centroid size whole-brain	Individual	4819022511.22	123564679.77	39	965295.92	<0.0001
Centroid size cerebellum (20 landmarks)	Digitizing error	316898949.39	8125614.09	39	457550.17	<0.0001

^{*}SS, sum of squares.

[†]MS, mean squares.

[‡]df, degree of freedom.

Supplementary References

1. Böhme, W. et al. *Ablepharus kitaibelii* (amended version of 2009 assessment). *The IUCN Red List of Threatened Species* **2017**, e.T29691A115767606 (2017).
2. Gans, C. *Biomechanics: approach to vertebrate biology*. Lippincott, Philadelphia (1974).
3. Gans, C. Tetrapod limblessness: evolution and functional corollaries. *Amer. Zool.* **15**, 455-467 (1975).
4. Gans, C. Locomotion of limbless vertebrates: pattern and evolution. *Herpetologica* **42**, 33-46 (1986).
5. Da Silva, F. O. et al. The ecological origins of snakes as revealed by skull evolution. *Nat. Commun.* **9**, 376 (2018).
6. Gans, C. Approaches to the evolution of limbless locomotion. *Cuad. Herpetol.* **8**, 12-17 (1994).
7. Leonard, C. J. Locomotion of the limbless skink *Acontias meleagris*. *J. Herp. Assoc. Africa* **36**, 73-73 (1989).
8. Kearney, M. Systematics of the Amphisbaenia (Lepidosauria: Squamata) based on morphological evidence from recent and fossil forms. *Herpet. Monog.* **17**, 1-74 (2003).
9. Jayne B. C. Kinematics of terrestrial snake locomotion. *Copeia* **4**, 915-927 (1986).
10. Gasc, J. P. & Gans, C. Tests on locomotion of the elongate and limbless lizard *Anguis fragilis* (Squamata: Anguidae). *Copeia* **4**, 1055-1067 (1990).
11. Avila-Pires, T. C. S. *Bachia flavescens*. *The IUCN Red List of Threatened Species* **2010**, e.T178655A7589472 (2010).
12. Greer, A. E., Caputo, V., Lanza, B. & Palmieri, R. Observations on limb reduction in the scincid lizard genus *Chalcides*. *J. Herpetol.* **32**, 244-252 (1998).
13. R. McNeill, A. Locomotion of reptiles. *Herpetol. Bull.* **121**, 1-5 (2012).
14. Rugiero, L. On the ecology and phenology of *Chalcides chalcides* (LINNAEUS, 1758) in Central Italy. *Herpetozoa* **10**, 81-84 (1997).
15. Disi, M., A. M., Werner, Y. & El Din, S. B. *Chalcides sepsoides*. *The IUCN Red List of Threatened Species* **2006**, e.T61571A12518031 (2006).
16. Pianka, E. R. & Vitt, P. L. *Lizards: windows to the evolution of diversity*. University of California Press (2003).
17. Inger, R. F. & Stuart, B. L. *Dasia olivacea*. *The IUCN Red List of Threatened Species* **2010**, e.T178252A7507427 (2010).
18. Heinkel, F. W. & Schmidt, W. *Geckoes*. Krieger Publishing Co. Malabar, FL (1995).
19. Davis, R. A. & Doherty, T. S. Rapid recovery of an urban remnant reptile community following summer wildfire. *PLoS One* **10**, e0127925 (2015).
20. Shapiro, M. S. Developmental morphology of limb reduction in *Hemiergis* (Squamata: Scincidae): chondrogenesis, osteogenesis, and heterochrony. *J. Morphol.* **254**, 211-31 (2002).
21. Akani, G. C., Capizzi, D. & Luiselli, L. Community ecology of scincid lizards in a swamp rainforest of South-Eastern Nigeria. *Russ. J. Herpetol.* **9**, 125-134 (2002).
22. Spawls, S., Howell, K., Drewes, R. C. & Ashe, J. *A field guide to the reptiles of East Africa*. Academic Press (2002).
23. Malonza, P. K. & Bwong, B. A. Life history notes on loveridge's limbless skink *Melanoseps loveridgei* Brygoo & Roux-Esteve, 1981 (Sauria: Scincidae: Feylininae). *Herpetotropicos* **5**, 115-117 (2011).
24. de Barros, E. H. & Teixeira, R. L. Diet and fecundity of the glass-lizard, *Ophiodes striatus* (Sauria, Anguidae) from the Atlantic Forest in southeastern Brazil. *Bol. Mus. Biol. Mello Leitão* **22**, 11-23(2007).
25. Kidera, N. & Ota, H. *Plestiodon marginatus*. *The IUCN Red List of Threatened Species* **2017**, e.T96265367A96265370 (2017).
26. Ganc, C. & Gasc, J.P. Tests of locomotion of the elongate and limbless reptile *Ophisaurus apodus* (Sauria: Anguidae). *J. Zool. Lond.* **220**, 517-536 (1990).
27. Tolley, K. & Menegon, M. *Rieppeleon brevicaudatus*. *The IUCN Red List of Threatened Species* **2014**, e.T172520A1344134 (2014).
28. Carranza, S. et al. Diversity, distribution and conservation of the terrestrial reptiles of Oman (Sauropsida, Squamata). *PLoS One* **13**, e0190389 (2018).
29. Rocha-Barbosa, O., Loguercio, M. F., Velloso, A.L. & Bonates, A. C. Bipedal locomotion in *Tropidurus torquatus* (Wied, 1820) and *Liolaemus lutzae* Mertens, 1938. *Braz. J. Biol.* **68**, 649-55 (2008).

30. Gray, J. The mechanism of locomotion in snakes. *J. Exp. Biol.* **23**, 101-120 (1946).
31. Gray, J. *Animal locomotion*. Weidenfeld and Nicolson, London (1968).
32. Phelps, T. *Old world vipers: a natural history of the Azemiopinae and Viperinae*. Edition Chimaira, Frankfurt and Main, Germany (2010).
33. Whitaker, R., Captain, A. & Ahmed, F. *Snakes of India*. Draco Books (2004).
34. Lawing, A. M., Head, J. J. & Polly, P. D. The ecology of morphology: the ecometrics of locomotion and macroenvironment in North American snakes. In: Louys, L. (ed). *Paleontology in Ecology and Conservation*. Springer-Verlag, Berlin and Heidelberg (2012).
35. Bogert, C. Rectilinear locomotion in snakes. *Copeia* **4**, 253-254 (1947).
36. Kreiner, G. *The snakes of Europe: all species from west of the Caucasus mountains*. Edition Chimaria, Frankfurt am Main (2007).
37. Zheng, L. et al. Coupling effect of morphology and mechanical properties contributes to the tribological behaviors of snake scales. *J. Bionic Eng.* **15**, 481-493 (2018).
38. Brischoux, F. & Shine, R. Morphological adaptations to marine life in snakes. *J. Morphol.* **272**, 566-572 (2011).
39. Jayne, B. C. Swimming in constricting (*Elaphe g. guttata*) and nonconstricting (*Nerodia fasciata pictiventris*) colubrid snakes. *Copeia* **1**, 195-208 (1985).
40. Hedges, S. B., Marion, A. B., Lipp, K. M., Marin, J. & Vidal, N. A taxonomic framework for typhlopoid snakes from the Caribbean and other regions (Reptilia, Squamata). *Caribb. Herpetol.* **49**, 1-61 (2014).
41. Ehmann, H. & Bamford, M. J. Family Typhlopidae. In: Glasby, C.J., Ross, G.J.B. & Beesley, P.L. (eds). *Fauna of Australia 2A*. AGPS Canberra (1993).

# Supplementary material for: Comparative analysis of squamate brains unveils multi-level variation in cerebellar architecture associated with locomotor specialization
**Source:** Nat Commun. 2019 Dec 5;10:5560. doi: 10.1038/s41467-019-13405-w
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☐	☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

No unreported software was used

Data analysis

All packages and softwares used have been already described and are mentioned in the Methods section of the manuscript:

- R-package pca3d v0.10 (<https://CRAN.R-project.org/package=pca3d>)
- R-package geomorph v3.0.7 (<https://CRAN.R-project.org/package=geomorph>)
- R-package convey v1.3 (<https://CRAN.R-project.org/package=convey>)
- R-package Morpho v2.6 (<https://CRAN.R-project.org/package=Morpho>)
- R-package Rvcg v0.18 (<https://CRAN.R-project.org/package=Rvcg>)
- R-package viridis v0.5.1 (<https://CRAN.R-project.org/package=viridis>)
- R-package phylolm v2.6 (<https://CRAN.R-project.org/package=phylolm>)
- Amira 5.5.0 software (Thermo Fisher Scientific)
- GPSA software (<http://morphlab.sc.fsu.edu/software/gpsa/index.html>)
- ZEN software (Zeiss, Germany)
- Imaris Image Stitcher application (Bitplane, Switzerland)
- Imaris v9.2 software (Bitplane, Switzerland)
- Fiji package (<https://imagej.net/Fiji>)
- R-package ggplot2 v3.1.0 (<https://CRAN.R-project.org/package=ggplot2>)
- Trimmomatic tool (<http://www.usadellab.org/cms/?page=trimmomatic>)
- Trinity software v2.8.5 (<https://github.com/trinityrnaseq/trinityrnaseq/releases>)
- Blast2GO program (BioBam)
- OrthoFinder algorithm (<https://github.com/davidevms/OrthoFinder>)
- Expectation Maximization (RSEM) software (<https://deweylab.github.io/RSEM/>)
- Heatmapper software (<http://www.heatmapper.ca/>)
- R-package pvclust v2.0-0 (<https://CRAN.R-project.org/package=pvclust>)
- R-package GOstats (<https://www.bioconductor.org/packages/release/bioc/html/GOstats.html>)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Landmarks and main PC scores used for visualization and analysis are available in the main Figures and Supplementary Information. Illumina reads and processed RNA sequencing data have been deposited on the Gene Expression Omnibus (GEO) database under the accession number GSE139570 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE139570>]. Source data on geometric morphometrics for Figures 3-5, Purkinje cell counts for Figure 7c, and gene expression for Figure 8a are provided as a Source Data file. 3D brain models are available through the corresponding author, upon reasonable request.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Our study covers all major groups of lizards and snakes. The number of non-model organisms analyzed was limited by sampling difficulties for some particular lizard and snake species, including species with particular ecological behaviours and/or a geographically restricted area of distribution. An average of 2.6 individuals per species was examined in our study (range 1-8 depending on sample availability and number of analyses performed), and specimens were used for multiple observations and/or analyses whenever possible.

Data exclusions

No data excluded.

Replication

Different methods, species datasets, and/or landmarks were used to ensure the validity and reproducibility of our results.

Randomization

Species were grouped according to their main ecology (locomotory behaviour), because the main goal of this study was to compare groups of individuals belonging to different species with specific locomotor behaviours and covering the entire squamate phylogeny.

Blinding

Species were initially selected to cover all major groups of squamates, and then grouped according to their main ecology (locomotory behaviour) before running any analysis, so no blinding was necessary during data analysis.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	-Calbindin D-28K primary antibody (dilution 1:300, rabbit polyclonal, Swant, Switzerland, cat# CB38, RRID: AB_10000340)<br>-Zinc finger proteins 1/2/3 primary antibody (dilution 1:300, rabbit polyclonal, LifeSpan BioSciences, U.S.A., cat# LS-C118695)<br>-Alexa Fluor-conjugated secondary antibody (dilution 1:500, goat anti-rabbit IgG, Thermo Fisher Scientific, U.S.A., cat# A-11008, RRID: AB_143165)
Validation	Only antibodies validated in previous publications and exhibiting a broad cross-reactivity (including in chicken and/or reptiles) were used. Negative controls were also performed to ensure specificity of primary antibodies in immunohistochemistry experiments.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	All squamate species (29 lizards and 11 snakes) were obtained at young adult stage from collections at the Finnish Museum of Natural History (Finland), reptile colonies at the University of Helsinki (Finland), collaborators (Michael D. Shapiro, University of Utah, U.S.A.), and specialized retailers. All specimens are listed in Supplementary Table 1.
Wild animals	Only gravid Hemiergis quadrilineata specimens were captured in the wild (see licence below), collected animals were not killed.
Field-collected samples	Hemiergis quadrilineata specimens were collected under Licences to Take Fauna for Scientific Purposes from the Western Australian Department of Conservation and Land Management (No. SF003009 to Michael D. Shapiro) and exported under Environment Australia (EA) Permit to Export (No. PWS 994167; EA Approved Institution Number AI1146).
Ethics oversight	All reptile captive breedings and experiments were approved by the Laboratory Animal Centre (LAC) of the University of Helsinki and/or the National Animal Experiment Board (ELLA) in Finland (license numbers ESLH-2007-07445/ym-23, ESAVI/7484/04.10.07/2016, and ESAVI/13139/04.10.05/2017).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

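RNA from freshly dissected cerebella of 10 squamate species was sequenced by the authors, and the deposited table gives 630 one-to-one orthologs with 1 FPKM value per species. By the paper's methods, the authors trimmed reads with Trimmomatic, removed ribosomal sequence with SortMeRNA, assembled transcripts de novo with Trinity, predicted proteins with TransDecoder, inferred orthologs with OrthoFinder and estimated abundance with RSEM; the submitters' processing notes name Trimmomatic and RSEM. The deposited FPKM are normalized by the authors for transcript length and for mapped reads per library, and the authors kept orthologs above a fixed threshold in at least 1 sample. Whether the values were adjusted further between species is not given in the sources used here, nor how sequencing duplicates were combined. All 6300 values were identical to those of the paper's Source Data. No reference genome was used, so genes are named by protein as in the table and no coordinates are given; 20 rows with doubtful names (among them 1 name used for 2 rows) were kept and left out in an alternative.

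Read numbers per library cannot be taken from FPKM, and RSEM estimates need not be whole reads, so no depth or counting interval is given for single values. Sums of the 630 FPKM ranged from 6289 in L. fernandi to 15880 in E. colubrinus. Since FPKM depend on the other transcripts of a library, a difference in scale between libraries moves all genes together; this shift is reported and species were also centred to the same median or quantile normalized.

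Samples were mapped to species by their labels, and to locomotor mode, category (6 limbless, 4 quadrupedal), lineage (5 snakes, 5 lizards) and Purkinje cell pattern from the paper and its Supplementary Table 1. Each species has 1 column of values, called its library here, so tests compare species. Their p-values measure the spread between species, which includes shared ancestry, individuals and technical variation. Locomotor category and lineage differ only in P. apodus.

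The following was computed here. Pearson's r between species was taken across the 630 genes in FPKM, and species were joined by average linkage of 1 - r. Approximately unbiased p-values came from a multiscale bootstrap of genes with 10 scales from 0.5 to 1.4 and 1000 draws each. Groupings were tested by the mean r within minus between groups over all distinct assignments of species to groups of the same sizes (one-sided exact permutation tests: 210 for categories, 126 for lineages, 12600 for modes and 12600 for Purkinje cell patterns), adjusted by Benjamini-Hochberg over the 4 tests. Mantel tests were Spearman correlations of distances with 100000 permutations of species (one-sided), with the order of splits read from the tree of Fig. 1a, where E. colubrinus was placed at its congener. Intervals for r and its differences are 95% percentile intervals of 10000 resamplings of genes, and genes are not independent. Genes were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1) without a filter, at an adjusted p of 0.05 (Benjamini-Hochberg), with an exact rank sum test as another tool; a fold on this scale understates the change of low genes. Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated one. On simulated data with 200 of 630 genes shifted between 6 and 4 species, limma recovered 0% of shifts of 1 log2 unit, 71% of shifts of 2 and 97.5% of shifts of 3, with 0, 6 and 7 unshifted genes called, and called 2 genes where none was shifted. An adjusted p is easier to pass when many genes change, and recovery with fewer shifted genes was not simulated. The 3 gene clusters were made by Ward linkage on Euclidean distance of log2(FPKM + 1) scaled to mean 0 and SD 1 within each species, a scaling fixed with the other settings. The legend of Fig. 8a gives Z-scores of scaled expression, and neither it nor the methods say whether values were scaled within genes or within species, or name the linkage; scaling within genes was an alternative. The spread of a list is the percentile of its median SD among 10000 random lists of the same size matched on mean expression. The remaining work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

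The 17 gene lists, the tests, the processing alternatives and the rule for naming genes were set before the data were examined, except that the lists were drawn from the protein names of the Source Data and that the values of 7 of its rows (the first 4 and the last 3 by name) had been seen. Genes named are the 12 locomotory genes named by the paper, the 10 of smallest p in each direction between limbless and quadrupedal species (none passed, so that the part of the rule for genes past the threshold named none), in each list the 2 of smallest p and the 2 of largest SD, and the 5 genes of largest and of smallest SD over all. Utrophin, protocadherin Fat 2 and calcium-dependent secretion activator 1 fall outside this rule and were chosen after their values were seen. Alternatives were pseudocounts of 0.1 and 10, a minimum mean of 5 FPKM, removal of the 10 most abundant genes, log2 and rank scales for correlations, genes of cluster 3 alone, other linkages, other scalings, and leaving out each species in turn. Log2 with removal of the 10 most abundant genes, log2 with genes of cluster 3, log2 with each species left out, removal of genes with a value at the threshold, the contrast of P. apodus between 2 groups of snakes the comparison of lateral undulation with the other 7 species, the other splits after centring or quantile normalization, and 10000 resamplings of the genes of a marker list or of short and giant proteins were added after the data were seen. The counterparts of Fig. 8b were not computed, because gene ontology annotation was not used here; the measurements of brains, cell positions and shapes in the other figures are not part of the analysed values.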

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

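The tests of the most abundant genes below, and the reading of the granule cell markers within the limbless species, were chosen after the values were seen. Each value listed is the gap between the extreme species and its neighbour as a share of the range in its group of 6 limbless or 4 quadrupedal species. Of 102 groups examined 10 lay past the 95% limit of Dixon's test, where chance would give about 5.1 if the groups were independent. They share species, and some measures are the genes of lowest p between these same categories, so the excess was not tested.

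Among the quadrupedal species, L. fernandi had the lowest mean r with the other 9 species in FPKM (0.475, next B. vittatus at 0.508; gap 0.883 of the range), but not on log2(FPKM + 1) (0.488, against 0.481 in both T. jacksonii and B. vittatus). It had the highest level of cadherins and protocadherins after centring (4.16, next T. jacksonii at 3.62; gap 0.881). Nuclear receptor coactivator 2 was lowest in L. fernandi (8.10 FPKM, next B. vittatus at 32.4, gap 0.896), as was huntingtin (2.39 FPKM, next B. vittatus at 41.4, gap 0.877). Single genes, unlike lists, were taken here without centring. L. fernandi had the lowest median log2(FPKM + 1) of the 10 species (2.64), so its library level enters both gaps. Histone H2A deubiquitinase MYSM1 was highest in T. jacksonii (13.2 FPKM, next P. vitticeps at 2.38; gap 0.851), and potassium voltage-gated channel subfamily H member 7 in B. vittatus (16.7 FPKM, next L. fernandi at 1.64; gap 0.893). Among the limbless species, striatin was highest in P. guttatus (45.9 FPKM, next D. gansi at 17.4; gap 0.827), and cyclin-dependent kinase inhibitor 1 lowest in P. regius (5.74 FPKM, next D. gansi at 15.2; gap 0.688). Pumilio homolog 1 was lowest in D. gansi (0.69 FPKM, next P. apodus at 12.4; gap 0.684), and the granule cell markers were highest in D. gansi (7.52 after centring, next P. apodus at 5.48; gap 0.686).

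D. gansi had the lowest mean r with the other species (0.426, next E. colubrinus at 0.460). The most abundant genes do not account for it, since on log2(FPKM + 1) without the 10 most abundant genes it was still lowest (0.367, next E. colubrinus at 0.434). A gene length bias that sets this library apart is also argued against, since D. gansi ranked 3 of 10 in the level of short minus giant proteins. That measure rests on 41 short and 38 giant proteins, and the spread within a species is unknown, so a smaller bias was not tested. A different makeup of cell types remains open and cannot be told apart from a difference in expression: over all 10 species the largest gap of D. gansi in a cell type list was 0.433 of the range (Purkinje cell markers), short of Dixon's limit, which by the bound set beforehand counts against it, but the granule cell markers pass that limit within the limbless species, the lists hold 4 and 5 genes, and the spread within a species is unknown. Of the 4 genes in the granule cell list, protocadherin Fat 2 (334.0 FPKM), reelin (320.9 FPKM) and calcium-dependent secretion activator 1 (161.1 FPKM) were highest in D. gansi, while NT-3 growth factor receptor was 57.4 FPKM against 59.7 FPKM in T. jacksonii (Fat 2 and the secretion activator were named after their values were seen). The locomotor mode of D. gansi is shared only with P. regius, whose mean r with the other species was 0.490. The r between these species was 0.390. With 1 other species of that mode, whether the mode accounts for the low mean r of D. gansi cannot be told.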

How the results depend on the processing

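The alternatives on log2(FPKM + 1) with a changed gene set or a left-out species were chosen after seeing the data. No paired analysis was possible because each species has 1 library and no replicate number is shared between groups. The causes of the changes below were not tested. FPKM without read counts limit every value, and leaving out a species also lowers the number of assignments a permutation can use. The count of genes across modes, that between lateral undulation and other movements, the camera tests of lists and the percentile of the 12 locomotory genes (7.82 to 59.0) kept their side of the threshold in all alternatives run. Over 338 refits of the 20 genes named by lowest p, 332 kept direction and stayed short of the threshold, 6 passed it and 0 turned. These genes were picked by p from the same values, so their kept direction is no independent check. The SD of the locomotory genes stayed within its standard error in 135 of 156.

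Within minus between locomotor categories was 0.0445 on log2 (exact permutation p = 0.0429), 0.0516 on ranks (exact p = 0.0286), 0.117 centred per gene (exact p = 0.0238) and 0.0446 on log2 without the 10 most abundant genes (exact p = 0.0476), and with 1 species left out 0.0123 (C. ornata) to 0.0855 (log2, D. gansi). With 1 species left out, lineages gave -5.23e-05 (L. fernandi) to 0.0478 (log2, D. gansi), modes 0.0125 (P. guttatus) to 0.181 (log2, P. regius) and Purkinje cell patterns 0.0482 (P. guttatus) to 0.130 (log2, P. regius).

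P. apodus with snakes minus quadrupedal lizards was 0.145 centred per gene, and with lateral undulation minus other snakes 0.303 centred per gene, 0.358 in cluster 3, 0.315 in cluster 3 on log2 and at the lowest 0.166 (without P. guttatus). D. gansi with P. regius minus colubrids was 0.158 centred per gene, 0.0958 in cluster 3 on log2 and at the lowest -0.0394 (in cluster 3). P. vitticeps with L. fernandi minus T. jacksonii, -0.0677 in FPKM, was 0.0730 centred per gene, 0.116 in cluster 3, 0.0541 on log2 without the 10 most abundant genes and 0.236 in cluster 3 on log2.

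The Mantel r with the order of splits turned to -0.0137 on log2, -0.106 without the 10 most abundant genes, -0.255 in cluster 3, -0.0379 on log2 without those 10 genes and -0.307 in cluster 3 on log2; with 1 species left out it ran from -0.114 (log2, E. colubrinus) to 0.489 (D. gansi). Given the category it was -0.178 on log2, -0.163 on ranks, -0.263 without the 10 genes, -0.261 centred per gene, -0.323 in cluster 3, -0.211 on log2 without the 10 genes, -0.368 in cluster 3 on log2, and -0.250 (log2, P. regius) to 0.378 (D. gansi) with 1 species left out. The Mantel r with the category was 0.346 on ranks, 0.432 centred per gene, 0.0514 in cluster 3, 0.0274 in cluster 3 on log2 and 0.0753 (C. ornata) to 0.597 (log2, D. gansi) with 1 left out; given the order of splits it was 0.323 on log2, 0.377 on ranks, 0.334 without the 10 genes, 0.492 centred per gene, 0.345 on log2 without the 10 genes, and 0.0515 (C. ornata) to 0.566 (log2, D. gansi).

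Of the 8 nodes in the paper's dendrogram, 2 in FPKM, the tree held 5 on log2, 5 on ranks, 4 centred per gene, 4 in cluster 3, 6 on log2 without the 10 genes, 6 in cluster 3 on log2, and 1 (P. regius) to 6 (log2, D. gansi) with 1 left out. Genes called between categories numbered 0 to 4 (D. gansi) with 1 left out, and between snakes and lizards 0 (85 unadjusted by limma, 59 by the rank sum test) to 2 (D. gansi). Given lineage, 2 genes were called, 1 with a pseudocount of 0.1, 1 with 10, 0 after centring and 0 after quantile normalization (limma, 59 and 50 unadjusted), and 0 to 2 with 1 left out. Lists outside percentiles 2.5 to 97.5 of spread, 2 in the reported setting, were 4 with a pseudocount of 10 and 1 (P. regius) to 4 (B. vittatus) with 1 left out. Locomotory genes in cluster 3, 8 as reported, were 0 by average linkage (where cluster 3 holds 1 gene), 2 scaled within genes instead of species (7 in cluster 2), 5 on 1 - r (which needs average linkage, so that 2 choices change; 46.8% of that cluster 3 was in the reported one) and 5 (P. vitticeps) to 11 (C. ornata) with 1 left out; clusters are numbered by level in each setting, so these counts do not follow 1 set of genes.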

Differences from the paper's values

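The dendrogram of Fig. 8c holds about 8 nodes below its root (the paper's, read by eye), of which 2 were in the tree computed here from FPKM with average linkage. None of the alternatives set before the data were examined held all 8: complete linkage, a minimum mean of 5 FPKM and removal of doubtful names held 2, removal of the 10 most abundant genes 3, centring per gene and genes of cluster 3 held 4, and log2 and ranks held 5. Log2 without the 10 most abundant genes and log2 in cluster 3, both chosen after seeing the values, held 6. The paper's methods name Pearson's and Spearman's correlation and Euclidean distance, and its text does not name the linkage or a log step for this tree.

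For C. ornata with P. guttatus, the approximately unbiased p was 35.8% here against the paper's about 95% in Fig. 8c, read by eye; on log2 (99.9%) and on ranks (96.7%) the values were close to the paper's. The node of the 4 quadrupedal species had 47.4% against the paper's about 88% in Fig. 8c, read by eye, and 93.5% on log2 and 98.4% on ranks. For B. vittatus, P. vitticeps and L. fernandi it was 30.1% against the paper's about 97% in Fig. 8c, read by eye, and 90.9% on log2 and 92.3% on ranks. P. vitticeps with L. fernandi had 6.93% against the paper's about 86% in Fig. 8c, read by eye, and stayed lower on log2 (47.8%) and on ranks (38.1%); with log2 in cluster 3, chosen after seeing the values, the node was in the tree at 75.0%, and it was also in the trees on log2 without the 10 most abundant genes and on log2 without B. vittatus, likewise chosen after seeing the values. With log2 in cluster 3 the other 3 nodes had 99.9%, 71.3% and 97.7%. The paper's nodes of P. apodus with P. guttatus and C. ornata and of P. regius with E. colubrinus were in the tree here (98.8% and 89.2%).

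The paper's dendrogram unites all 6 limbless species and places D. gansi with P. regius and E. colubrinus. Neither node was in any tree computed here for 10 species, and both were found in 0% of resampled trees in FPKM. D. gansi joined T. jacksonii in FPKM, with complete linkage, with a minimum mean of 5 FPKM and when centred per gene, and L. fernandi after removal of doubtful names; it stood outside the other 9 species on log2, on ranks and without the 10 most abundant genes. The paper places the named locomotory genes in cluster 3, where 8 of 12 fell here against 5.14 by chance (Fisher's exact test, adjusted p = 0.643). The paper gives actin regulators as over-represented in clusters 1 and 2; by the list used here, which is not the paper's category, 16 of 27 fell there against 15.4 by chance. The paper gives locomotor mode precedence over relationship; in FPKM pairs of the same mode exceeded other pairs here (0.0883, exact permutation p = 0.0115), as they did on log2 (0.124, exact permutation p = 0.00302), on ranks and centred per gene. By unadjusted p, 26 of 29 alternatives kept this call, and it was lost in FPKM without P. guttatus, C. ornata or P. apodus (exact permutation p = 0.389, 0.173 and 0.262). Over 10 species locomotor category did not pass in FPKM (0.0248, exact permutation p = 0.148) but did on log2 (0.0445, exact permutation p = 0.0429), on ranks (exact permutation p = 0.0286) and centred per gene (exact permutation p = 0.0238). The order of splits passed on none of these scales over 10 species (Mantel r 0.135 in FPKM, -0.0137 on log2, 0.0375 on ranks and 0.00826 centred per gene, with permutation p = 0.224, 0.489, 0.373 and 0.387). Without D. gansi it passed in FPKM (0.489, permutation p = 0.0016) but not on log2 (0.232, permutation p = 0.104). With the order of splits held fixed, the Mantel r with the category was 0.102 in FPKM (permutation p = 0.235). Its unadjusted p fell under 0.05 in 13 of 29 alternatives, some of them chosen after the data were seen.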

Other observations

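The tests of P. apodus against 2 groups of snakes, of the most abundant genes and of ranks in it, and of lateral undulation against the other 7 species were chosen after the correlations were seen, and the splits after centring or quantile normalization and the resampling of marker and length genes after their first results were seen.

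With lineage in the model, limma called 2 genes between P. apodus and the quadrupedal lizards, a comparison that rests on the 1 library of P. apodus. Inositol 1,4,5-trisphosphate receptor type 1 was listed at 1.38 FPKM in P. apodus against 35 to 88.8 FPKM in the 4 quadrupedal lizards (log2 difference -4.55, standard error 0.94, limma adjusted p = 0.0497), and 84.3 ± 48.2 FPKM (SD, n = 5) in the snakes. Utrophin, a cytoskeletal relative of dystrophin named after its values were seen, was listed at 109.3 FPKM against 1.5 to 7.88 FPKM (log2 difference 4.62, standard error 0.97, limma adjusted p = 0.0497), and 7.01 ± 5.96 FPKM (SD, n = 5) in the snakes. The count was 0 after centring or quantile normalization, and 0 without P. guttatus, C. ornata, P. regius, E. colubrinus, P. vitticeps, L. fernandi or T. jacksonii in turn (limma, 45 to 64 unadjusted, smallest adjusted p from 0.0572 to 0.138), 1 without D. gansi and 2 without B. vittatus. The largest SD of all 630 genes was that of a transcript named reverse transcriptase, from 1.22 FPKM in P. regius to 117.7 FPKM in D. gansi, followed by activated CDC42 kinase 1, from 0.5 FPKM in P. apodus to 113.1 FPKM in D. gansi, and reticulon-1 ranged from 1.06 FPKM in L. fernandi to 170.3 FPKM in P. guttatus. Importin-7 (8.36 to 16.4 FPKM) and septin-2 (9.48 to 20.1 FPKM) were among the 5 genes of smallest SD. Of the 20 genes of largest SD, 6 had a value at or below 0.5 FPKM, against 4.76% of all genes.

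Other lists stood at these percentiles of spread: ion channels and pumps 75.3, Purkinje cell markers 93.2, granule cell markers 77.5, oligodendrocyte lineage 85.3, vessel, meninges and blood 58.9, synaptic receptors 51.8, chromatin modifiers 47.7, mitochondrial NADH dehydrogenase 44.3, astroglia 18.5, ubiquitin system 16.2 and membrane trafficking 14.3.

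Between snakes and lizards limma called 0 genes (85 unadjusted, 84 higher in snakes, against 23 higher and 26 lower after centring; 0 by an exact rank sum test, 59 unadjusted, where 101 genes would have to reach its smallest p of 0.00794 for any to pass), and 2 without D. gansi, 1 without T. jacksonii and 1 without B. vittatus. For limbless against quadrupedal species the real split called 0 genes and the highest of the other splits 9, for snakes against lizards 0 and 18, and for the 3 lateral undulation species against the other 7 species 0 (50 unadjusted) and 2. With 0 genes called, all 100 of 100 splits drawn must have as many, so called genes decide nothing here. By genes of unadjusted limma p under 0.05, without scaling between species, chance cannot be excluded either: 9, 9 and 13 of 100 splits had as many as the real 62, 85 and 50, with 137, 169 and 140 in the highest other. The splits with 9 and 18 called genes each grouped the libraries of highest summed FPKM, which points to a structure of the libraries. Both called 0 genes by limma after centring (33 and 54 unadjusted) and after quantile normalization (29 and 51 unadjusted), but they had been picked for their high counts, and other splits of these sizes still called up to 1 and 8 genes after centring and 1 and 9 after quantile normalization, so whether that structure is one of scale stays open. After centring, 2 of 100 splits had as many unadjusted genes as limbless against quadrupedal species (65, highest other 71) and 14 of 100 as many as snakes against lizards (49, highest other 91), with 0 genes called by limma in either real split; after quantile normalization it was 2 and 8 of 100.

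P. apodus correlated more with the 2 lateral undulation snakes than with the other 3 snakes, by 0.213 in FPKM and by 0.199 on ranks, neither of which a difference in scale between the libraries can change, so that scale was not tested by them. The most abundant genes are argued against as its source, since on log2 without the 10 most abundant genes the difference was 0.223 (95% interval over genes 0.166 to 0.280). A shared gene length bias is argued against because 4 of the other 7 species lay within the range of the 3 lateral undulation species in short minus giant proteins, and the 3 lay together at one end in 0.90% of 10000 resamplings of those genes. A shared cell type makeup remains open: the 3 lay together at one end in 0 of 5 marker lists, which by the bound set beforehand counts against it, but that bound left out the spread between genes, and for the oligodendrocyte lineage markers only E. colubrinus (3.51 after centring) lay among P. apodus (3.20), C. ornata (3.54) and P. guttatus (3.74), the 3 lying together at one end in 11.4% of resamplings of its 6 genes. The shared locomotor mode, a biological difference, stays open with it, and batches, tissue handling and assembly quality were not tested.

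The higher correlation within locomotor categories did not pass the exact permutation test in FPKM, so whether the most abundant genes set it cannot be told apart: without those 10 genes the exact permutation p was 0.0667, and on log2(FPKM + 1) 0.0429. P. apodus did not stand apart in the correlation matrix, with a mean r of 0.523 with the other species in FPKM and 0.494 on log2(FPKM + 1).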
